# Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict *Drosophila* Larval Growth

**DOI:** 10.1101/2024.06.06.597835

**Published:** 2024-06-09

**Authors:** Madhulika Rai, Hongde Li, Robert A. Policastro, Gabriel E. Zentner, Travis Nemkov, Angelo D’Alessandro, Jason M. Tennessen

**Keywords:** *Drosophila melanogaster*, metabolism, glycolysis, interorgan communication, ecdysone

## Abstract

*Drosophila* larval growth requires efficient conversion of dietary nutrients into biomass. Lactate Dehydrogenase (Ldh) and Glycerol-3-phosphate dehydrogenase (Gpdh1) support larval biosynthetic metabolism by maintaining NAD^+^/NADH redox balance and promoting glycolytic flux. Consistent with the cooperative functions of Ldh and Gpdh1, the loss of both enzymes, but neither single enzyme, induces a developmental arrest. However, Ldh and Gpdh1 exhibit complex and often mutually exclusive expression patterns, suggesting that the *Gpdh1; Ldh* double mutant lethal phenotype could be mediated nonautonomously. Here we find that the developmental arrest displayed by the double mutants extends beyond simple metabolic disruption and instead stems, in part, from changes in systemic growth factor signaling. Specifically, we demonstrate that this synthetic lethality is linked to the upregulation of Upd3, a cytokine involved in the Jak/Stat signaling pathway. Moreover, we demonstrate that either loss of the Upd3 or dietary administration of the steroid hormone 20-hydroxyecdysone (20E) rescue the synthetic lethal phenotype of *Gpdh1; Ldh* double mutants. Together, these findings demonstrate that metabolic disruptions within a single tissue can nonautonomously modulate interorgan signaling to ensure synchronous developmental growth.

## SUMMARY STATEMENT

We used the fruit fly *Drosophila melanogaster* to demonstrate that disruption of glycolysis within a single larval tissue alters systemic cytokine signaling and nonautonomously inhibits development of the entire animal.

## INTRODUCTION

Animal development requires the precise integration of environmental and metabolic cues with intrinsic growth signaling pathways (Miyazawa and Aulehla, 2018). Under ideal growth conditions, the metabolic pathways involved in central carbon metabolism efficiently convert dietary nutrients into the necessary biomass and energy to support rapid growth. Conversely, environmental stressors such as starvation, infection, and toxicant exposure necessitate metabolic reprogramming to maintain survival until conditions improve for growth (Bland, 2023, Deng and Kerppola, 2013, Koyama et al., 2020). The coordination between growth and metabolism under stressful environmental conditions, however, is complex as there is a need to monitor and coordinate metabolic flux across all tissues of the developing animal (Kim et al., 2021). When a single tissue encounters metabolic limitations, peripheral tissues must adjust their growth rates to prevent asynchronous development. This topic of interorgan metabolic communication has become a burgeoning area of research, with numerous studies examining how nutrient-sensing proteins and secreted signaling molecules coordinate growth across multiple tissues (Rajan and Perrimon, 2011, Droujinine and Perrimon, 2016, Castillo-Armengol et al., 2019). Nevertheless, the specific metabolic signals that trigger interorgan growth signaling are only beginning to emerge (Baker and Rutter, 2023, Wang and Lei, 2018, Figlia et al., 2020).

The fruit fly *Drosophila melanogaster* is a powerful system for exploring how metabolism is coordinated with developmental growth (Gillette et al., 2021). The ~200-fold increase in body mass that occurs during the four days of *Drosophila* larval development represents an appealing model for exploring metabolic mechanisms that convert nutrients into biomass and energy. In this regard, previous studies revealed that this impressive growth rate is supported by a coordinated increase in the expression of genes involved in glycolysis, the pentose phosphate pathway, as well as *Ldh* (Rechsteiner, 1970, Tennessen et al., 2011, Tennessen et al., 2014). The resulting larval metabolic program exhibits hallmark features of aerobic glycolysis – a specialized form of carbohydrate metabolism that is ideally suited for rapid biomass production. Considering that several types of cancer cells also rely on aerobic glycolysis for growth and survival (Vander Heiden et al., 2009), *Drosophila* larvae present a compelling model to study this biosynthetic state.

We previously demonstrated that the larval metabolic program requires the enzymes Ldh and Gpdh1, which cooperatively regulate NAD^+^/NADH redox balance and promote glycolytic flux (Li et al., 2019). Intriguingly, while the loss of either single enzyme has minimal effect on overall larval growth, *Gpdh1; Ldh* double mutants experience a developmental arrest, suggesting a functional redundancy, where each enzyme partially compensates for the loss of the other (Li et al., 2019). However, neither Ldh nor Gpdh1 are ubiquitously expressed in larvae (Rechsteiner, 1970, Li et al., 2019, Rai et al., 2024), raising questions as to how these enzymes serve compensatory roles if not expressed in a strictly overlapping pattern. Here we address this question by examining the tissue-specific functions of both enzymes.

Our analysis of Gpdh1 and Ldh expression during larval development confirms previous observations that these enzymes are expressed in a complex and often mutually exclusive expression pattern (Rechsteiner, 1970). Moreover, we demonstrate that the loss of both enzymes within a single tissue inhibits larval growth in a nonautonomous manner. Subsequent RNA-seq analysis of *Gpdh1; Ldh* double mutants reveals altered expression of several secreted signaling molecules, including increased expression of the cytokine Upd3, which was previously shown to regulate systemic larval growth in response to cellular stress (Romao et al., 2021). Using a genetic approach, we find that *upd3; Gpdh1; Ldh* triple mutants can survive larval development and eventually eclose into adults, indicating that increased Upd3 expression serves a significant role in the synthetic lethal phenotype of *Gpdh1; Ldh* double mutants. Finally, we demonstrate that the steroid hormone 20E also plays a role in this phenotype, as a dietary supplement of 20E also allows *Gpdh1; Ldh* double mutants to complete larval development. Overall, our findings reveal that the developmental delay and lethal phenotype associated with *Gpdh1; Ldh* double mutants are not simply the result of metabolic failure but rather stem, in part, from changes in systemic growth signaling.

## RESULTS AND DISCUSSIONS

### Ldh and Gpdh1 influence larval tissue growth in a nonautonomous manner

To better understand how Ldh and Gpdh1 cooperatively promote *Drosophila* larval growth, we examined the spatial expression pattern of both enzymes. Our analysis revealed that Ldh and Gpdh1 are often expressed in a mutually exclusive manner. In the Malpighian tubules, for example, *Ldh* is expressed in the stellate cells while *Gpdh1* is primarily expressed in principal cells (Figure 1A–A”’). Similarly, cells of the larval midgut tend to express high levels of either Ldh or Gpdh1, but rarely do we observe a cell expressing both enzymes (Figure 1B–B”’, S1A–D). This trend is also apparent in the central nervous system, where although both *Ldh* and *Gpdh1* are co-expressed in many cells the CNS, *Gpdh1*, but not *Ldh*, is expressed in neural stem cells and the prothoracic gland (Figure 1C–D”’ and S1E–H). Finally, both the fat body and salivary glands express Gpdh1 but not Ldh (Figure 1A–A”’, S1I–P), a result that is consistent with previous observations. In fact, the only tissue where we consistently observed uniform and overlapping expression of both enzymes was in the larval body wall muscle (Figure 1E–E”’).

The complex *Ldh* and *Gpdh1* expression patterns raise the question as to how these enzymes cooperatively regulate larval metabolism if they are not present in the same cells and tissues. One explanation is that loss of one enzyme alters the spatial expression pattern of the other; however, we find no evidence to support this hypothesis. For example, Ldh expression is nearly undetectable in wild-type salivary glands and is not increased in *Gpdh1* mutant salivary glands (Figure S2A–G). Similarly, salivary gland Gpdh1 expression is not further elevated in *Ldh* mutants (Figure S2H–N). We also observe no increase in Ldh expression within the fat body of *Gpdh1* mutants (Figure S3A–G), although we do see a slight increase in Gpdh1 expression within *Ldh* mutant fat bodies (Figure S3 H–N). These results are also consistent with a previous observation that Gpdh1 levels are not increased in *Ldh* mutant clones within the larval CNS (Li et al., 2019).

Our findings suggest that the *Gpdh1; Ldh* double mutant growth defects are not simply the combined result of metabolic dysfunction within individual cells, but rather stem from changes in interorgan signaling. We tested this hypothesis by using RNAi to deplete *Ldh* expression in the muscle (*Mef2R-GAL4)* and fat body (*r4-GAL4*) of *Gpdh1* mutant larvae. With both drivers, loss of the two enzymes within a single tissue significantly reduced larval growth (Figure 2A, S4A) and slowed development as determined by time to pupation (Figure 2B, S4B). Moreover, these developmental delays were apparent in tissues not expressing the *Ldh-RNAi* transgene – for example, the salivary glands of age-matched *Gpdh1; Mef2R-Ldh-RNAi* larvae were significantly smaller than those of either the wild-type control, *Gpdh1* mutant, or *Mef2R-Ldh-RNAi* animals (Figure 2C–F). Together, these results suggest that loss of both enzymes within a single tissue can globally influence larval growth and development.

### Upd3 is required to arrest larval growth in *Gpdh1; Ldh* double mutants

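RNA-seq libraries of whole larvae from 4 genotypes, with 3 libraries each, were examined: *Gpdh1; Ldh* double mutants, double-heterozygous controls, *Gpdh1* mutants and *Gpdh1* heterozygous controls. *Gpdh1* encodes a glycerol-3-phosphate dehydrogenase and *Ldh* encodes lactate dehydrogenase, and both enzymes regenerate cytosolic NAD+ during larval growth. The *Ldh* single mutants and their controls were not analysed here. Whole larvae hold many tissues, so a difference in developmental stage or tissue share between mutants and controls cannot be told apart from a change within cells. The legend of the paper's Supplementary Figure 5 gives mid-L2 larvae for these samples, while the labels of the libraries give a mid-L3 stage. The growth protocol in the labels gives 60 hours after egg laying for all libraries. The paper's methods give about this age for mid-L2 larvae in its metabolomics, so the age in the labels goes with the paper's stage. The labels also number the *Gpdh1* alleles in another way than the paper.
The submitters' processing notes name cutadapt for trimming, HISAT2 for alignment and HTSeq for counting, and they do not state the strand setting. The values are unnormalized counts of 17185 genes. The total assigned to genes was between 22339930 and 25054868 counts (median 24878479) in *Gpdh1* heterozygotes and between 23098818 and 23974769 (median 23179990) in *Gpdh1* mutants. It was between 24275819 and 25384382 (median 24786998) in double heterozygotes and between 25362032 and 26605495 (median 25487059) in double mutants. Counts were scaled by TMM in edgeR, genes with too few counts were removed with the package's own filter at a minimum count of 10, and each mutant was compared with its own control by a quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. The same test was applied to the difference between the contrasts, that is, the log2 fold change in double mutants minus that in *Gpdh1* mutants. CPM values are TMM-normalized.
Both mutated genes were lower in the mutants. *Ldh* was at 447 ± 9.03 CPM (SD, n = 3) in double heterozygotes and 3.93 ± 0.322 (SD, n = 3) in double mutants, a log2 fold change of -6.83 (standard error 0.0846, adjusted p = 6.5e-07). *Gpdh1*, whose exons overlap a noncoding RNA on the other strand, was at 483 ± 32.9 CPM (SD, n = 3) in double heterozygotes and 61.4 ± 0.53 (SD, n = 3) in double mutants. In the single-mutant comparison it was at 483 ± 61.5 CPM (SD, n = 3) in heterozygotes and 268 ± 31.3 (SD, n = 3) in mutants, a log2 fold change of -0.85 (standard error 0.123, adjusted p = 0.0024). The labels and the paper each name the same *Gpdh1* alleles for the single and the double mutants, whose *Gpdh1* levels differed. Whether the alleles are the same was not tested, and if they are not, the differences between the contrasts reported here also hold a difference in alleles.
The spread between libraries differed by genotype, with a common coefficient of biological variation of 0.141 in *Gpdh1* heterozygotes, 0.0996 in *Gpdh1* mutants, 0.211 in double heterozygotes and 0.0374 in double mutants. Double heterozygote replicate 2 stood apart from its group. Of 101 cuticle protein genes, 63 had their lowest value of all 12 libraries in this library, and all 22 antimicrobial peptide genes tested had their highest value there among the 3 double heterozygotes.

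**Figure D1:**
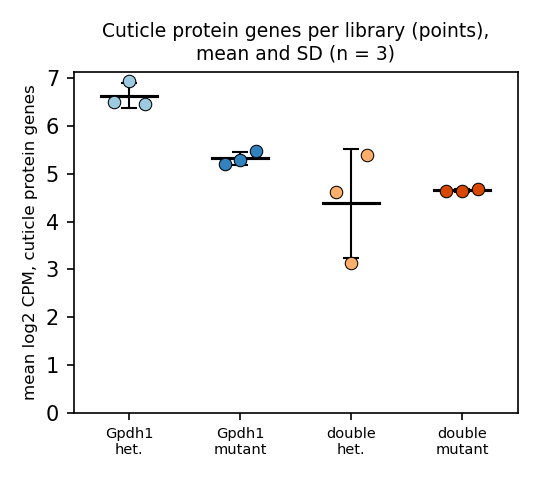
Mean log2 CPM of 101 cuticle protein genes (vertical axis) in each of the 12 libraries (points) by genotype, with the mean and SD of 3 libraries per genotype. Double heterozygote replicate 2 is the lowest library at 3.14, and the double mutant libraries lie between 4.64 and 4.69.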

To better understand how Ldh and Gpdh1 nonautonomously regulate larval development, we used RNA-seq to analyze gene expression in *Ldh*^*16/17*^ mutants, *Gpdh1*^*A10/B18*^ mutants, and *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants relative to genetically-matched heterozygous controls (Table S1). While our approach identified several genes that were significantly changed in both single mutants (Figure 3A–B and S5), for the purpose of this analysis we focused on those genes that were only altered in double mutants (Table S2). 

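Respiratory chain genes were lower in both mutants, and in double mutants most of the tested genes of digestion, lipid synthesis, cytochrome P450 enzymes and UDP-glycosyltransferases were higher. Most lipid synthesis and UDP-glycosyltransferase genes were also higher in *Gpdh1* mutants. In the test of the difference, 1 lipid synthesis gene was higher and 3 were lower at an adjusted p under 0.05. These counts were 8 and 7 for UDP-glycosyltransferases, 7 and 1 for carbohydrate digestion, 6 and 1 for gut proteases and 27 and 9 for cytochrome P450 enzymes. With no fold limit, 51.1% of all genes tested passed in double mutants and 38.2% in *Gpdh1* mutants, higher and lower together. Of 60 respiratory chain and ATP synthase genes tested in double mutants, 54 were lower and 6 did not pass the test (56 lower when adjusted over the list alone). Examples are the ATP synthase subunit gene *ATPsynC* (log2 fold change -0.54, standard error 0.046, adjusted p = 0.000191) and the complex I gene *ND-ACP* (log2 fold change -0.53). This list was lower than other genes by the camera test (adjusted p = 6.2e-13; adjusted p = 0.421 with an estimated correlation). In *Gpdh1* mutants 50 of the 60 were lower and 10 did not pass (53 lower when adjusted over the list alone; camera adjusted p = 1.8e-13; adjusted p = 0.515 with an estimated correlation). Of 12 muscle markers, 10 were lower in double mutants, also when adjusted over the list alone (camera adjusted p = 0.00097; adjusted p = 0.459 with an estimated correlation), including the myosin heavy chain gene *Mhc* (log2 fold change -0.46). In *Gpdh1* mutants 9 of the 12 were lower, also when adjusted over the list alone (camera adjusted p = 0.000314; adjusted p = 0.498 with an estimated correlation), and 5 without *Gpdh1* mutant replicate 2. Of 19 TCA cycle genes, 15 were lower and 1 was higher in double mutants, the same counts when adjusted over the list alone (camera adjusted p = 0.000163; adjusted p = 0.477 with an estimated correlation), and in *Gpdh1* mutants 6 of the 19 were lower and 2 were higher, also when adjusted over the list alone (camera adjusted p = 0.0896). The isocitrate dehydrogenase gene *Idh* had a log2 fold change of -0.65 in double mutants and 0.06 in *Gpdh1* mutants, a difference of -0.71 (adjusted p = 0.000812).
Starch- and sugar-digesting enzymes and gut proteases were higher in double mutants. Of 14 genes of carbohydrate digestion, 11 were higher and 1 was lower, also when adjusted over the list alone (camera adjusted p = 6.2e-05; adjusted p = 0.239 with an estimated correlation), and 3 were lower without double heterozygote replicate 2. The maltase genes *Mal-A1* and *Mal-A7* had log2 fold changes of 2.89 (standard error 0.0779, adjusted p = 3.5e-06) and 4.45 (standard error 0.128, adjusted p = 3.6e-06), and 1.78 and 2.06 in *Gpdh1* mutants. *tobi*, an alpha-glucosidase gene that overlaps another gene on the other strand, was the lower one (log2 fold change -3.99). Of 26 trypsin- and Jonah-type protease genes, 20 were higher and 1 was lower, also when adjusted over the list alone, among them *alphaTry* (log2 fold change 2.62) and *betaTry* (2.09) (camera adjusted p = 5.4e-07; adjusted p = 0.406 with an estimated correlation). All 9 midgut markers were higher in double mutants, such as *mex1* (log2 fold change 1.79) (camera adjusted p = 6.7e-06; adjusted p = 0.173 with an estimated correlation), and 8 of the 9 in *Gpdh1* mutants (camera adjusted p = 0.000314; adjusted p = 0.498 with an estimated correlation). These counts are the same when adjusted over the list alone.
Of 15 lipid synthesis genes, 11 were higher and 4 did not pass in double mutants, also when adjusted over the list alone (camera adjusted p = 0.000107; adjusted p = 0.477 with an estimated correlation). The fatty acid desaturase gene *Desat1* had a log2 fold change of 1.08, and the fatty acid synthase gene *FASN1* one of 0.65 in double and 1.72 in *Gpdh1* mutants (difference -1.07, adjusted p = 0.00929). Of 72 cytochrome P450 genes, 44 were higher and 11 were lower (45 and 13 when adjusted over the list alone; camera adjusted p = 1.6e-06; adjusted p = 0.239 with an estimated correlation). In *Gpdh1* mutants 31 of 71 were higher and 13 were lower (32 and 17 when adjusted over the list alone; camera adjusted p = 0.0524; fry adjusted p = 0.0049), 8 being lower without *Gpdh1* mutant replicate 3. *Cyp6a8* was higher in both mutants (log2 fold changes 2.92 and 2.77), whereas *Cyp6g1* had 2.59 in double and -0.05 in *Gpdh1* mutants (difference 2.64, adjusted p = 0.00021). Of 31 UDP-glycosyltransferase genes, 21 were higher and 5 were lower in double mutants (22 and 6 when adjusted over the list alone; camera adjusted p = 6.4e-05; adjusted p = 0.169 with an estimated correlation), and 3 were lower without double heterozygote replicate 1. The list of the starvation response of FOXO and REPTOR holds these factors as well as their targets. Of 14 genes tested, 10 were higher and 4 did not pass in double mutants, also when adjusted over the list alone. The list was higher by camera (adjusted p = 3.5e-05, and 0.169 with an estimated correlation). Examples are the translation inhibitor gene *Thor* (log2 fold change 2.44 in double and 2.00 in *Gpdh1* mutants) and the insulin receptor gene *InR* (1.05 and 1.16).
Cuticle protein genes differed between the contrasts: in the test of the difference 31 of 101 were higher and 5 were lower (32 and 5 when adjusted over the list alone; camera adjusted p = 1.1e-06; adjusted p = 0.702 with an estimated correlation), and 39 of 102 were higher and 15 were lower without double heterozygote replicate 2. In *Gpdh1* mutants 82 of 100 were lower and 4 were higher (84 and 5 when adjusted over the list alone; camera adjusted p = 6.8e-19; adjusted p = 0.515 with an estimated correlation), and 2 were higher without *Gpdh1* heterozygote replicate 1. In double mutants 4 of 98 were lower and 18 were higher (4 and 16 when adjusted over the list alone; camera adjusted p = 0.242), and 46 were lower and 26 were higher without double heterozygote replicate 2. The control groups also differed, with 69 cuticle protein genes lower in double than in *Gpdh1* heterozygotes. Mean cuticle expression was 3.14 to 5.38 log2 CPM in double and 6.47 to 6.94 in *Gpdh1* heterozygotes. It was 4.64 to 4.69 in double and 5.21 to 5.48 in *Gpdh1* mutants. A positive difference between the contrasts is thus not a higher level in double than in *Gpdh1* mutants. Of 14 Osiris genes, a family expressed in cuticle-secreting cells, 12 were lower and 2 did not pass in double mutants, such as *Osi15* (log2 fold change -1.48) (13 lower when adjusted over the list alone; camera adjusted p = 0.00324; adjusted p = 0.527 with an estimated correlation). This count was 3 without double mutant replicate 1 and, with 15 genes tested, 15 without double heterozygote replicate 2. Of 19 antimicrobial peptide genes, 11 were higher and 8 did not pass in double mutants, also when adjusted over the list alone (camera adjusted p = 0.00128; adjusted p = 0.537 with an estimated correlation), and leaving out single libraries moved this count from 6 (without double mutant replicate 3) to 17 (without double heterozygote replicate 2). All lists were written before the counts were seen but after Tables S1 and S2 were, and those tables hold P450, antimicrobial peptide and Osiris genes, so the directions of these lists are not independent evidence. With the double mutant libraries summed into 1, which takes the spread from the double heterozygotes alone, the calls of *Mhc* (log2 fold change -0.46, adjusted p = 0.0596) and *Osi15* (-1.49, adjusted p = 0.0932) in double mutants were lost.

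**Figure D2:**
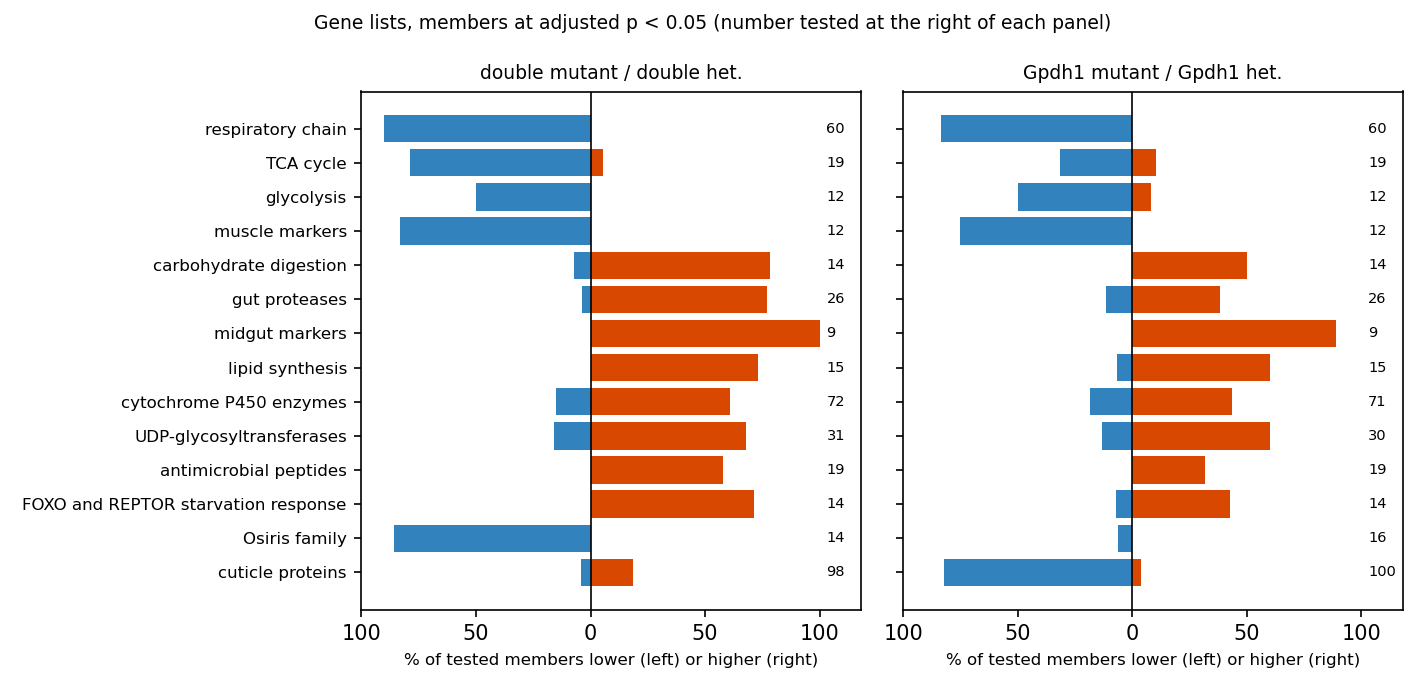
Percent of the tested members of 14 gene lists that were lower (bars to the left) or higher (bars to the right) at an adjusted p under 0.05 in double mutants against double heterozygotes (left panel) and in *Gpdh1* mutants against *Gpdh1* heterozygotes (right panel), from 3 libraries per genotype. Respiratory chain bars point left in both panels (54 and 50 of 60 genes), and the cuticle bar points left in the right panel (82 of 100 genes).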

Among the genes that were significantly down- or up-regulated in *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants but not the single mutants, we identified four secreted factors that were previously shown to systemically regulate larval growth and metabolism: *peptidoglycan recognition protein SC2* (*PGRP-SC2*; FBgn0043575), *peptidoglycan recognition protein LA*, (*PGRP-LA*; FBgn0035975), *dawdle* (*daw*; FBgn0031461), and *unpaired 3* (*upd3*; FBgn0053542) (Droujinine and Perrimon, 2016, Musselman et al., 2018, Romao et al., 2021). 

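*daw* and *PGRP-SC2* were higher in double mutants than in double-heterozygous controls and *PGRP-LA* was lower, while the difference between the contrasts of double and *Gpdh1* mutants did not pass the test for any of the 3 genes. *daw* encodes an Activin-like ligand and lies on chromosome 2L from 2805261 to 2812376 (BDGP6.54). It was at 14.6 ± 3.59 CPM (SD, n = 3) in double heterozygotes and 31.1 ± 0.622 (SD, n = 3) in double mutants (log2 fold change 1.08, standard error 0.17, adjusted p = 0.00239). In *Gpdh1* mutants it was at 23.2 ± 4.35 CPM (SD, n = 3) against 13.5 ± 2.25 (SD, n = 3) in their controls (log2 fold change 0.79, adjusted p = 0.01), which is below the fold limit for a call and did not pass the test with a covariate made from cuticle protein genes, chosen after the data were seen (0.61, adjusted p = 0.104). That covariate cannot be separated from genotype in *Gpdh1* mutants and their controls, so its value is no evidence against a rise. The difference between the contrasts was 0.30 (standard error 0.261, adjusted p = 0.44).
*PGRP-SC2*, a secreted amidase that degrades peptidoglycan, lies on chromosome 2R from 8716950 to 8717695. It was at 1.98 ± 0.37 CPM (SD, n = 3) in double heterozygotes and 4.1 ± 0.132 (SD, n = 3) in double mutants (log2 fold change 1.05, standard error 0.147, adjusted p = 0.00149). In *Gpdh1* mutants it was at 3.08 ± 0.548 CPM (SD, n = 3) against 1.66 ± 0.351 (SD, n = 3), a log2 fold change of 0.89 (adjusted p = 0.0134) and also below the fold limit, which it passed without *Gpdh1* heterozygote replicate 1 (1.07) or *Gpdh1* mutant replicate 2 (1.00). The difference between the contrasts was 0.17 (standard error 0.255, adjusted p = 0.67). *daw* fell below the fold limit without double heterozygote replicate 3 (log2 fold change 0.91), and *PGRP-SC2* without double heterozygote replicate 1 or 2 (0.99 each). With the double mutant libraries summed into 1, a setting chosen after the data were seen, neither gene passed the test (log2 fold change 1.08, adjusted p = 0.0789 for *daw* and 1.05, adjusted p = 0.0641 for *PGRP-SC2*).
*PGRP-LA* lies on chromosome 3L from 9334332 to 9338336. It was at 44.8 ± 18.8 CPM (SD, n = 3) in double heterozygotes and 21.3 ± 0.774 (SD, n = 3) in double mutants (log2 fold change -1.07, standard error 0.324, adjusted p = 0.0318). Among the double heterozygotes, replicates 1 and 3 were at 54.4 and 56.9 CPM and replicate 2 was at 23.1. The log2 fold change was -1.36 (adjusted p = 8.9e-07) without double heterozygote replicate 2. The call was lost without any other single library of this comparison (double heterozygote replicates 1 and 3 and double mutant replicates 1, 2 and 3; adjusted p between 0.0832 and 0.0987), with the replicate number as a block (adjusted p = 0.0597) and with the double mutant libraries summed into 1 (log2 fold change -1.07, adjusted p = 0.283). In *Gpdh1* mutants the log2 fold change was -0.18 (adjusted p = 0.0726), and the difference between the contrasts was -0.88 (adjusted p = 0.0925). The cuticle covariate turned the value in *Gpdh1* mutants to 0.55 (adjusted p = 0.0415). Mean cuticle expression did not overlap between *Gpdh1* heterozygotes (6.47 to 6.94 log2 CPM) and *Gpdh1* mutants (5.21 to 5.48). The covariate thus cannot be separated from genotype in this contrast, and the turned value is no evidence of a rise.
From the genes altered in double mutants but not in single mutants, the paper selects secreted factors with known roles in interorgan communication and proposes that each could contribute to the growth phenotype of the double mutants.

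**Figure D3:**
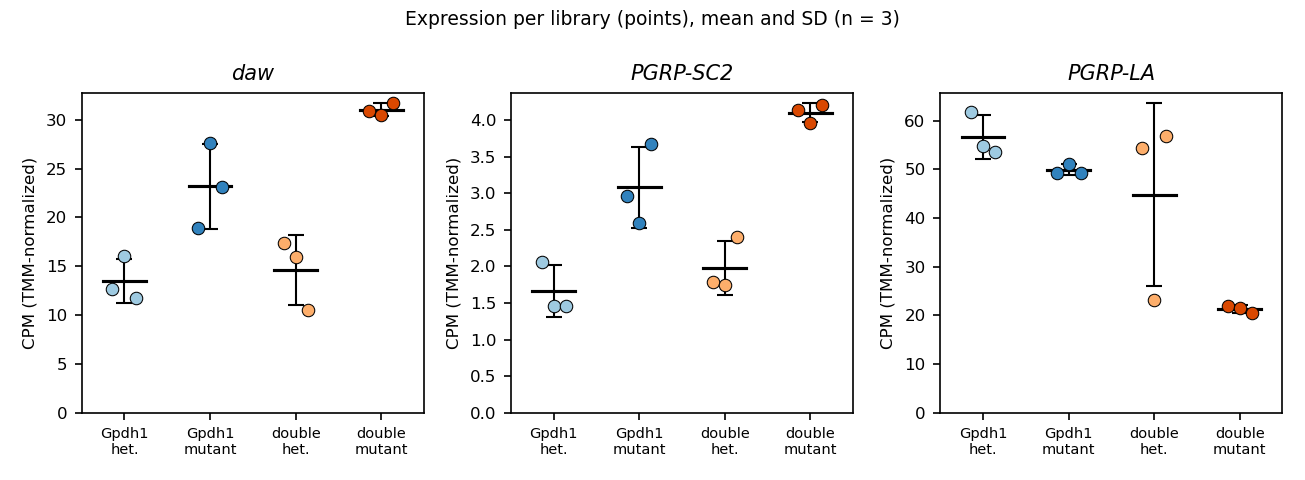
TMM-normalized CPM (vertical axis) of *daw*, *PGRP-SC2* and *PGRP-LA* in each library (points) by genotype, with the mean and SD of 3 libraries. The double mutant libraries lie above every other library for *daw* and *PGRP-SC2*, and 1 double heterozygote library lies near the double mutants for *PGRP-LA*.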

While each of these molecules is known to function in interorgan communication and could contribute towards regulating the growth of *Gpdh1; Ldh* double mutants, we decided to focus on the cytokine Upd3 for the remainder of this study.

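Transcripts of the cytokine gene *upd3* (FBgn0053542; chromosome X from 18277233 to 18284596), which encodes a ligand of the JAK/STAT pathway, were at 1.09 ± 0.199 CPM (SD, n = 3) in double mutants and 0.42 ± 0.0385 (SD, n = 3) in double-heterozygous controls. This is a fold change of 2.58 (log2 fold change 1.37, standard error 0.219, adjusted p = 0.0026). Every double mutant library, with 27 to 39 counts, lay above every double heterozygote library, with 10 or 11 counts. In *Gpdh1* mutants *upd3* was at 1.01 ± 0.147 CPM (SD, n = 3) and in *Gpdh1* heterozygotes at 0.942 ± 0.24 (SD, n = 3) (log2 fold change 0.10, standard error 0.246, adjusted p = 0.77). The difference between the contrasts was 1.27 (standard error 0.326, adjusted p = 0.0166), and this call was lost with the replicate number as a block (log2 difference 1.25, adjusted p = 0.0617), without *Gpdh1* heterozygote replicate 1 (1.05, adjusted p = 0.0505) and with a covariate made from the cuticle protein genes (log2 difference 1.2, standard error 0.487, adjusted p = 0.121), where the standard error grew and the difference stayed within 1 standard error of the value without the covariate. Between the controls, double heterozygotes were below *Gpdh1* heterozygotes (log2 fold change -1.16, standard error 0.252, adjusted p = 0.00797). Between the mutants the log2 fold change was 0.11 (95% interval -0.36 to 0.59, adjusted p = 0.708).
Of 11 genes of the JAK/STAT pathway and its targets tested in double mutants, 4 were higher and 2 were lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.32; adjusted p = 0.625 with an estimated correlation). By fry, which asks whether a list changes at all and not whether it changes more than other genes, the list was higher (adjusted p = 0.00892). Of all genes tested in double mutants, 51.1% passed in 1 or the other direction, so the count alone does not set this list apart. The feedback inhibitor gene *Socs36E* had a log2 fold change of 0.88 in double mutants (standard error 0.0487, adjusted p = 3.5e-05) and 0.60 in *Gpdh1* mutants. *chinmo*, a target of the pathway, had 1.13 and 0.31 (difference 0.83, adjusted p = 0.00192). The stress-induced gene *TotC* (11 counts over the 3 double heterozygotes and 62 over the 3 double mutants) and *Ptp61F* were the other genes that were higher, and *Stat92E* (-0.19) and *et* (-0.49) were lower. The call of *TotC* was lost without any 1 of the double mutant libraries (adjusted p between 0.0527 and 0.0649), that of *Stat92E* without double heterozygote replicate 1 (adjusted p = 0.0535) or double mutant replicate 1 (adjusted p = 0.0583) and that of *et* without double mutant replicate 2 (adjusted p = 0.0523). With the replicate number as a block the *Stat92E* call was lost (adjusted p = 0.0506), and with the double mutant libraries summed into 1 those of *TotC* (adjusted p = 0.16), *Ptp61F* (0.137), *Stat92E* (0.192) and *et* (0.158) were lost. The other unpaired ligands did not pass the test in double mutants, with log2 fold changes of 0.60 for *upd1* (adjusted p = 0.0761) and 1.14 for *upd2* (adjusted p = 0.125). The difference between the contrasts did pass for *upd1* in the main analysis, so *upd3* was not alone in this. That *upd1* call was lost without any 1 of the double mutant libraries (log2 difference 1.67 to 1.74, adjusted p between 0.0553 and 0.0637). It was also lost with the cuticle covariate (1.72, adjusted p = 0.106), among other settings.

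**Figure D4:**
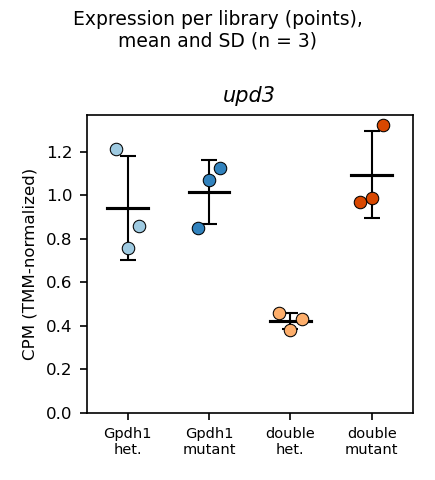
TMM-normalized CPM (vertical axis) of *upd3* in each library (points) by genotype, with the mean and SD of 3 libraries. The double heterozygotes lie between 0.380 and 0.456 CPM and the double mutants between 0.970 and 1.32.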

Our RNA-seq analysis indicates that *upd3* expression is significantly elevated in *Gpdh1; Ldh* double mutants. Considering that Upd3 inhibits larval development in response to both environmental and intracellular stress (Droujinine and Perrimon, 2016, Romao et al., 2021, Yang et al., 2015), increased expression of this cytokine could serve a role in the *Gpdh1; Ldh* developmental arrest phenotype. We tested this possibility by generating *upd3*^D^*; Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ triple mutants, with the hypothesis that loss of Upd3 signaling in the double mutant background would suppress the larval arrest phenotype. Indeed, triple mutants completed larval development and entered metamorphosis at a significantly higher rate than the double mutants (Figure 3C–D). Moreover, while we never observed a *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant complete metamorphosis, up to 30% of triple mutant larvae survived to adulthood (Figure 3E–F). We would note, however, that *upd3*^D^*; Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ triple mutants were significantly smaller than controls, sick, and died within 2–3 days of eclosion, indicating that not all aspects of the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant phenotype are regulated by Upd3.

To better understand how the *upd3* mutations suppress the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ larval arrest phenotype, we examined both double and triple mutant larvae using a semi-targeted metabolomics approach (Table S3). Our analysis revealed no significant metabolic differences between the two strains (Figure S6). Notably, the levels of both lactate and glycerol-3-phosphate were unchanged in the triple mutant as compared with double mutant larvae (Figure S6B–C), indicating that the *upd3* mutation does not restore glycolytic metabolism in *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants. Overall, these results suggest that *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants do not simply die from metabolic dysfunction but rather experience a larval arrest due, in part, to increased Upd3 signaling.

### Ecdysone feeding is sufficient to suppress the *Gpdh1; Ldh* larval lethal phenotype.

To further explore the connection between Upd3 and the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ larval arrest phenotype, we used a *10XStat92E-GFP* reporter to identify those tissues with increased JAK/STAT signaling (Yang et al., 2015, Ekas et al., 2006). Consistent with Upd3 serving a key role in limiting systemic growth, *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants exhibited widespread *10XStat92E-GFP* reporter expression when compared with either the heterozygous control strain, *Ldh*^*16/17*^ single mutant, or *Gpdh1*^*A10/B18*^ single mutant. In this regard, we observed increased *10XStat92E-GFP* expression in the fat body (Figure S7A–D), salivary glands (Figure S7E–H), muscles (Figure S7I–L), and CNS (Figure 4A–D). Intriguingly, we also observed significantly increased *10XStat92E-GFP* expression in the prothoracic gland (PG) of double mutants relative to the single mutants (Figure 4A–D), although, we would note that *Gpdh1*^*A10/B18*^ single mutants displayed elevated *10XStat92E-GFP* expression relative to either the *Ldh*^*16/17*^ single mutant or heterozygous control strain (Figure 4B).

A previous study of tumorous wing discs demonstrated that Upd3 signaling can suppress ecdysone production in the PG and inhibit larval development (Romao et al., 2021). Thus, our observation that *10XStat92E-GFP* expression is elevated within the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ PG raises the possibility that the double mutant larval arrest phenotype stems, in part, from decreased ecdysone signaling. Consistent with this model, we found that the addition of 20-hydroxyecdysone (20E; the active form of ecdysone) to the larval food significantly increased the pupariation rate of *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants (Figure 4E). Overall, these results indicate that changes in 20E signaling contribute to the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant synthetic lethal phenotype.

### Redefining the developmental functions of “Housekeeping Genes”

Our studies unexpectedly reveal that *Drosophila* larval development can tolerate loss of two key enzymes that regulate cytosolic NAD^+^/NADH balance. These findings, while surprising, are consistent with classic studies of *COX5A* (also known as *tenured*), which revealed that loss of this electron transport chain subunit induces a specific eye development phenotype (Mandal et al., 2005). The defects induced by *COX5A* mutations are not simply the result of defects in ATP synthesis, but rather stem from the activation of a pathway involving AMPK and p53, which eliminates Cyclin E and induces a cell cycle arrest (Mandal et al., 2005). These foundational observations were subsequently validated by both follow-up studies and a large-scale genetic screen, which demonstrated that depletion of many genes that encode electron transport chain subunits induce distinct defects in eye development (Liao et al., 2006, Pletcher et al., 2019). Our findings are built upon these earlier studies and again demonstrate that *Drosophila* larvae experiencing severe metabolic disruptions don’t simply die due to metabolic stress, but instead arrest development through the activity of specific growth signaling pathways. Specifically, our findings suggest that loss of both Gpdh1 and Ldh activate a previously described feedforward loop, in which elevated Upd3 signaling repressed 20E signaling (Romao et al., 2021).

Conceptually, our findings offer an interesting mechanistic rationale explaining how animals in the wild might cope with developmental delays as a function of exposure to severe metabolic stressors. While factors such as starvation and hypoxia inevitably induce cell autonomous responses involving the entire organism (Schito and Rey, 2018), animals also encounter environmental insults that affect individual tissues, including bacterial and parasitic infections, toxins that target specific organs, and nutrient imbalances that impinge upon cell-specific metabolic bottlenecks (Koyama et al., 2020). Animal development has evolved to identify these tissue-specific metabolic stresses and produce signals from effected cells that are subsequently amplified and recognized by unaffected tissues, thus allowing development to be delayed in a coordinate manner. For example, *Drosophila* hemocytes respond to parasitic wasp infections by inducing a cell intrinsic increase in glycolytic metabolism that not only facilitates an effective immune response but also produces an adenosine signal that remodels peripheral metabolism (Bajgar et al. 2015, Bajgar and Dolezal, 2018).

Our findings that Upd3 and 20E are part of a coordinated response to tissue-specific disruption of glycolytic flux provide new insights into the coordination between metabolism and developmental growth. Upd3 has emerged as a common stress-induced cytokine that communicates cell-specific information with peripheral tissues (Woodcock et al., 2015, Gera et al., 2022), and our finding reinforces a previously proposed model in which elevated Upd3 signaling induces a feedforward loop that inhibits 20E signaling and delays *Drosophila* development (Romao et al., 2021). In this regard, the involvement of a steroid hormone is an important feature of the regulatory mechanism, as it allows for a single tissue to indirectly influence the developmental progression of entire animal. Moving forward, the key question emerges of how metabolic stress regulates Upd3 signaling? Both individual metabolites as well end products of cell-specific metabolic dysfunction (e.g., redox imbalance and ROS accumulation) represent potential signals that could trigger Upd3 signaling as well as related modes of interorgan communication. Regardless of the answer, our study highlights that core metabolic enzymes are not simple products of “housekeeping genes,” but rather serve dynamic cellular functions that are fully integrated into the signaling pathways that regulate multicellular growth and development.

## METHODS

### *Drosophila melanogaster* husbandry and genetic analysis

Fly stocks were maintained at 25°C on Bloomington Drosophila Stock Center (BDSC) food. Larvae were raised and collected as previously described (Li and Tennessen, 2017). Unless noted, *Ldh* mutant larvae harbored a trans-heterozygous combination of *Ldh*^*16*^ (RRID:BDSC_94698) and *Ldh*^*17*^ (RRID:BDSC_94699) (Li and Tennessen, 2017) and *Gpdh1* mutant larvae harbored a trans-heterozygous combination of *Gpdh1*^*A10*^ (RRID:BDSC_94702) and *Gpdh1*^*B18*^ (RRID:BDSC_94703) (Li et al., 2019). The *upd3* mutant strain was obtained from the BDSC (RRID:BDSC_55728). The *Ldh-GFP*^*Genomic*^ stock (RRID:BDSC_94704) used for colocalization analysis of Ldh and Gpdh1 was previously described (Bawa et al., 2020; Rai et al., 2024). The *w[1118]; P{w[+mC]=10XStat92E-GFP}2* stock was obtained from the BDSC (RRID:BDSC_26198) and recombined with *Ldh*^*16*^ to visualize STAT expression levels in the tissues of (*Gpdh1*^*A10/B18*^) double mutant larvae. Tissue specific knockdown of Ldh was conducted using transgenes that express GAL4 in either muscle (P{w[+mC]=GAL4-Mef2.R}3; RRID:BDSC_27390) or fat body (P{w[+mC]=r4-GAL4}3; RRID:BDSC_33832). RNAi experiments were conducted using transgenes that targeted *Ldh* expression (RRID:BDSC_33640). Each of these Gal4 lines were placed into a *Gpdh1*^*B18*^ mutant background and crossed to *w*^*1118*^; *Gpdh1*^*A10*^; *UAS-Ldh-RNAi* to attain the tissue specific knockdown. Flybase was used as an essential reference tool throughout this study (Gramates et al., 2022, Ozturk-Colak et al., 2024).

### Immunofluorescence

Larval tissues were dissected in 1X phosphate buffer saline (PBS; pH7.0) and fixed with 4% paraformaldehyde in PBS for 30 minutes at room temperature. Fixed samples were subsequently washed once with PBS and twice with 0.3% PBT (1x PBS with Triton X-100) for 10 mins per wash.

For GFP antibody staining, fixed tissues were incubated with goat serum blocking buffer (4% Goat Serum, 0.3% PBT) for one hour at RT and stained overnight at 4 °C with primary antibody Rabbit anti-GFP diluted 1:500 (#A11122 Thermo Fisher). Samples were washed three times using 0.3% PBT and stained with secondary antibody Alexa Fluor 488 Goat anti-Rabbit diluted 1:1000 (#R37116; Thermo Fisher) for either 4 hrs at room temperature or overnight at 4 °C. Stained tissues were washed with 0.3% PBT, immersed in DAPI (0.5μg/ml 1X PBS) for 15 mins and then mounted with a vector shield with DAPI (Vector Laboratories; H-1200–10).

Ldh protein expression was visualized using an anti-Ldh antibody (Boster bio DZ41222) as previously described (Rai et al., 2024). For larval tissues staining with anti-Gpdh1 antibody (Boster Bio DZ41223), the same protocol was used as for anti-Ldh staining, except that the anti-Gpdh1 antibody was diluted 1:100.

### Mounting and imaging

All the stained tissues were mounted using VECTASHIELD containing DAPI (Vector Laboratories; H-1200–10). Multiple Z-scans of individual tissues were acquired using the Leica SP8 confocal microscope in the Light Microscopy Imaging Center at Indiana University, Bloomington. Unless noted, figure panels contain a representative Z-scan. For presenting the Z stack in a 2D image, the Z projection tool of Fiji was used, with maximum projection.

Quantification of Gpdh1 and Ldh antibody staining was conducted by measuring the mean intensities for Gpdh1, Ldh and DAPI in the region of interest (ROI) per image, using Fiji. Gpdh1 and Ldh mean intensities were normalized to the mean DAPI intensity for the same ROI per image and plotted by using GraphPad Prism v10.1. Statistical analysis was conducted using the Mann-Whitney test.

### Imaging and quantification of larval size

Third instar larvae were collected and imaged using Leica MZ 10F microscope. The size of the larvae was measured by drawing a line from posterior to anterior end and noting down the total length by using Fiji. Data was plotted by using GraphPad Prism v10.1. Statistical analysis was conducted using the Mann-Whitney test.

### Adult imaging

Third instar wandering larvae were kept on a molasses agar plate with yeast paste. Starting on D9 after egg laying, pupae were checked for eclosion, and the newly eclosed adults were collected into a BDSC food vial. Adults were imaged by using Leica DFC 450.

### Percentage pupation

The pupation rate was calculated by placing 20 synchronized L1 larvae of each genotype on a molasses agar plate with yeast paste. Starting on day 4 after egg laying, plates were monitored every 24 hours for pupae.

### Sample collection and extraction for Metabolomics Analysis

Mutant and control larvae were collected at the mid-L2 stage (~60 hours after egg-laying at 25°C) and extracted as previously described (Li and Tennessen, 2018). Briefly, collected larvae were placed into a prechilled 1.5 mL centrifuge tube on ice, washed with ice-cold water, and immediately frozen in liquid nitrogen. For extraction, larvae were transferred to pretared 1.4 mm bead tubes, the mass was measured using a Mettler Toledo XS105 balance, and the sample was returned to a liquid nitrogen bath prior to being stored at −80°C . Samples were subsequently homogenized in 0.8 mL of prechilled (−20 °C) 90% methanol containing 2 μg/mL succinic-d4 acid, for 30 seconds at 6.45 m/s using a bead mill homogenizer located in a 4°C temperature control room. The homogenized samples were incubated at −20 °C for 1 hour and then centrifuged at 20,000 × g for 5 min at 4°C. The resulting supernatant was sent for metabolomics analysis at the University of Colorado Anschutz Medical Campus, as previously described (Nemkov et al., 2019).

### Statistical analysis of metabolite data

The metabolomics dataset was analyzed using Metaboanalyst version 6.0 (Pang et al., 2024) with data normalized to sample mass and preprocessed using log normalization and Pareto scaling. Graphs for the relative levels of individual metabolites were plotted by using GraphPad Prism v10.1. Statistical analysis for these graphs were conducted using a Mann-Whitney test.

### Transcriptomic analysis

Quality control of reads performed with FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Read quantification to transcripts was accomplished with Salmon v1.4.0 (Patro et al., 2017) using the ENSEMBL D. melanogaster BDGP6.28 cDNA sequences file, and the softmasked toplevel ENSEMBL BDGP6.28 genome assembly as the decoy sequences. Reads were imported into R and aggregated into gene counts using tximport v1.18.0 (Soneson et al., 2015), and differential expression was performed using DESeq2 v1.30.0 (Love et al., 2014)

### Ecdysone feeding

Larvae were fed ecdysone in a modified molasses agar food. 115 mL of molasses and 24 grams of agar were added to 750 mL of boiling water on a stirring hot plate. The temperature was then reduced to 60°C and 5 grams of yeast was added to the media, at which point 2 mL of media was pipetted into a 35 mm petri dish. The low agar concentration resulted in a semi-solid media gained a semi-solid texture that was suitable for diffusion of a 20E stock solution.

A 30 mM stock solution of 20E (Sigma H5142) was prepared in 90% ethanol and 3.33 μL of stock solution was added to the modified molasses food, resulting in a final concentration of 50 μM (Ono, 2014; Koyama et al., 2014). Larvae of the tested genotypes were transferred to the 20E-supplemented food plates immediately after hatching and subsequently transferred to fresh 20E-supplemented plates every 24 hrs.

## Supplementary Material

Supplement 1 **Supplementary Figure 1. Ldh and Gpdh1 expression patterns in the CNS, fat body, salivary gland, and intestine.** Representative confocal images of second instar larval tissues expressing *Ldh-GFP*^*Genomic*^ and immuno-stained with αGpdh1 antibody. DAPI is shown in blue, Ldh-GFP and Gpdh1 are represented in green and magenta, respectively. The rightmost panel displays the merged images of Ldh-GFP and Gpdh1 staining. (A-D) Dorsal side of CNS, (E-H) at body (I-L) salivary gland (M-P) gut. The scale bar in all the images represents 40 μM. The scale bar in (A) applies to (B-L) and the scale bar in (M) applies to (N,O,P).

Supplement 2 **Supplementary Figure 2. Characterization of either Ldh or Gpdh1 expression in larval tissues following loss of the other enzyme.** Quantification of Ldh and Gpdh1 expression in the salivary glands of the heterozygous control strain (*Gpdh1*^*A10/+*^*; Ldh*^*16/+*^) and each single mutant strain (*Gpdh1*^*A10/B18*^ and *Ldh*^*16/17*^). (A-F) Representative confocal images of (A-C) Ldh expression and (D-F) DAPI staining in all three genotypes. (G) Ldh staining was quantified in the salivary glands of all three genotypes. (H-M) Representative confocal images of (H-J) Gpdh1 expression and (K-M) DAPI staining in all three genotypes. (N) Gpdh1 staining was quantified in the salivary glands of all three genotypes. The scale bar in all images represents 40 μM. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. n=4 biological replicates. Error bars represent standard deviation. **P< 0.01. *P< 0.05. *P*-values were calculated by using the Mann-Whitney test.

Supplement 3 **Supplementary Figure 3. Characterization of either Ldh or Gpdh1 expression in larval fat body following loss of the other enzyme.** Quantification of Ldh and Gpdh1 expression in the larval fat body of the heterozygous control strain (*Gpdh1*^*A10/+*^*; Ldh*^*16/+*^) and each single mutant strain (*Gpdh1*^*A10/B18*^ and *Ldh*^*16/17*^). (A-F) Representative confocal images of (A-C) Ldh expression and (D-F) DAPI staining in all three genotypes. (G) Ldh staining was quantified in the fat body of all three genotypes. (H-M) Representative confocal images of (H-J) Gpdh1 expression and (K-M) DAPI staining in all three genotypes. (N) Gpdh1 staining was quantified in the larval fat body of all three genotypes. The scale bar in all images represents 40 μM. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. N=4 biological replicates. Error bars represent standard deviation. **P < 0.01. *P < 0.05. *P*-values were calculated by using the Mann-Whitney test.

Supplement 4 **Supplementary Figure 4. Fat body expression of a *Ldh-RNAi* transgene in the fat body of *Gpdh1* mutants induces systemic growth defects.** Growth and development of both control (*r4-Gal4* and *UAS-Ldh-RNAi* strains) and mutant strains (*Gpdh1*^*A10/B18*^ mutants, *r4-Ldh-RNAi*, and *Gpdh1*^*A10/B18*^*; r4-Ldh-RNAi*) were monitored throughout larval development. (A) Representative images of L2 larvae (60 hr AEL) from the indicated genotypes. The scale bar represents 1 mm. (B-C) Quantification of (B) larval length and (C) time to pupation of the indicated genotypes. (B, C) All experiments are repeated a minimum of three times. n≥6 biological replicates. Error bars represent standard deviation. *P<0.05 and **P<0.01 when compared with all other genotypes. *P*-values were calculated using the Mann-Whitney test.

Supplement 5 **Supplementary Figure 5. RNA-seq analysis of *Ldh* mutants, *Gpdh1* mutants, and *Gpdh1, Ldh* double mutants.** Volcano plot depicting the transcriptomic profiles of (A) *Ldh* mutants (*Ldh*^*16/17*^), (B) *Gpdh1* mutants (*Gpdh1*^*A10/B18*^), and (C) double mutants (*Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^) relative to the respective heterozygous control strains. n=3 biological replicates analyzed per genotype. 

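Apart from *Ldh* in double mutants, storage protein, alkaline phosphatase, cuticle protein and uncharacterized genes were among the most changed. Only genes with a mean of at least 5 CPM in the higher group were ranked. The larval serum protein genes *Lsp1beta* and *Lsp1gamma*, which encode storage proteins of the fat body and hemolymph, were lower in both mutants, with log2 fold changes of -7.93 in double and -7.08 in *Gpdh1* mutants for *Lsp1gamma*. *Lsp1beta* was at 1681 ± 1142 CPM (SD, n = 3) in double heterozygotes and 8.98 ± 0.319 (SD, n = 3) in double mutants. Both genes are in the list of L3 serum and fat body proteins, of which *Fbp1* was higher in double mutants. A difference in developmental stage between mutants and controls was not tested. It cannot be told apart here from an effect of the mutations on these genes. *CG10814* was higher in both mutants (log2 fold change 6.53, standard error 0.098, adjusted p = 7.4e-07 in double mutants and 6.58, standard error 0.232, adjusted p = 4.7e-05 in *Gpdh1* mutants). The alkaline phosphatase gene *Alp8* was at 59 ± 3.21 CPM (SD, n = 3) in double heterozygotes and 0.809 ± 0.203 (SD, n = 3) in double mutants, while its log2 fold change in *Gpdh1* mutants was -0.19 (difference -5.99, adjusted p = 8.3e-08). *Alp7*, near it on chromosome 2R, had 11000 counts over the double heterozygotes and 2 over the double mutants, a ratio of 6391 with an exact 95% interval from 1769 to 52780 that covers counting error alone. *CG11892* (log2 fold change -5.18; -0.43 in *Gpdh1* mutants) and *CG10514* (-5.15; -0.73) were also lower in double mutants. *CG17283* was higher in double mutants (log2 fold change 4.94) with 0.03 in *Gpdh1* mutants (difference 4.90, adjusted p = 0.0057). In *Gpdh1* mutants *CG4793* (5.19) and *CG9021* (5.42) were among the most increased genes, and the cuticle protein gene *Lcp3* (-6.25) was among the most decreased. With the double mutant libraries summed into 1, the *Lsp1beta* and *Lsp1gamma* calls in double mutants were lost (log2 fold change -7.56, adjusted p = 0.0585 and -7.94, adjusted p = 0.0681), and with the cuticle covariate the call of the difference in *CG17283* was lost (log2 difference 4.11, adjusted p = 0.0835). Genes were named here by size of change only where the libraries of the groups did not overlap.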

Each sample contained 20 mid-L2 larvae. Vertical axis indicates −log10(FDR) and horizontal axis represents log(FC). The significantly upregulated genes are shown in yellow and downregulated are shown in black. FDR- fold discovery rate and FC-fold change.

Supplement 6 **Supplementary Figure 6**. ***upd3; Gpdh1; Ldh* triple mutants exhibit a metabolomic profile that is indistinguishable from *Gpdh1; Ldh* double mutants.** (A) A volcano plot showing no significant difference between the metabolomes of *Gpdh1; Ldh* double mutants and *upd3; Gpdh1; Ldh* triple mutants. (B-C) Relative abundance of (B) lactate and (C) glycerol-3-phosphate in the indicated genotypes. n=6 biological replicates were collected from independent populations with 25 mid L2 larvae per sample. Experiment was repeated twice. Error bars represent standard deviation. No significant differences (ns) were observed in in double mutants as compared with the triple mutants. *P*-value was calculated by using the Mann-Whitney test. (D) Heatmap showing the top 25 metabolites rank order by significance among four genotypes - heterozygous control (HC), *upd3*^*Δ*^ (U), *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant (DM) and the *upd3Δ; Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ triple mutants (TM).

Supplement 7 **Supplementary Figure 7. *Stat-GFP* expression is increased in larval tissues of *Gpdh1; Ldh* double mutants.** (A-L) Representative confocal images of (A-D) fat body, (E-H) salivary glands and (I-L) muscles showing *Stat-GFP* expression in control, *Gpdh1*^*A10/B18*^*, Ldh*^*16/17*^ and *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants. The scale bar represents 40 μM. The scale bar in (A) applies to (B-L).

Supplement 8 **Table S1.** RNA-seq analysis of *Gpdh1*^*A10/B18*^ single mutant larvae relative to *Gpdh1*^*A10/+*^ heterozygous controls, *Ldh*^*16/17*^ single mutant larvae relative to the *Ldh*^*16/+*^ heterozygous controls, and *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant larvae relative to *Gpdh1*^*A10/+*^*; Ldh*^*16/+*^ heterozygous controls.

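Table S1 gives, for each gene and each comparison of a mutant with its heterozygous control, a log2 fold change (logFC), the mean abundance (logCPM), an F statistic, a p-value and a false discovery rate (FDR). These are the columns that the edgeR package writes, while the methods describe Salmon and DESeq2. Of this table 1061 genes were examined here, sorted with genes upregulated in double mutants first. Among the genes marked as upregulated, the paper's smallest logFC is 1.00 and its largest FDR is 0.0495, so a call needs both a change on the log2 scale above 1 and an FDR under 0.05. The gene coordinates in the table matched the BDGP6.54 annotation exactly in chromosome, start and end for 1047 of 1055 genes with an ID in it.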

Supplement 9 **Table S2.** A list of the genes that are significantly downregulated or upregulated in *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant larvae relative to *Gpdh1*^*A10/+*^*; Ldh*^*16/+*^ heterozygous controls, but are expressed at normal levels in single mutant larvae.

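Of the genes in the upregulated part of Table S2, 390 were called higher in double mutants from the counts (91.3%, exact 95% interval 88.3% to 93.8%). Of the genes in the downregulated part, 254 were called lower (98.1%, exact 95% interval 95.6% to 99.4%). Of the 686 genes, 640 were also not called in *Gpdh1* mutants here. The table comes from the same libraries, so this overlap is not independent evidence. The *Ldh* single mutants that also define the table were not analysed here.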

Supplement 10 **Table S3.** Metabolomic analysis of *Gpdh1*^*A10/+*^*; Ldh*^*16/+*^ heterozygous controls (HC), *upd3*^*Δ*^ single mutants (U), *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant (DM), and *upd3*^*Δ*^*; Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ triple mutants (TM).

## Figures and Tables

**Figure 1.**
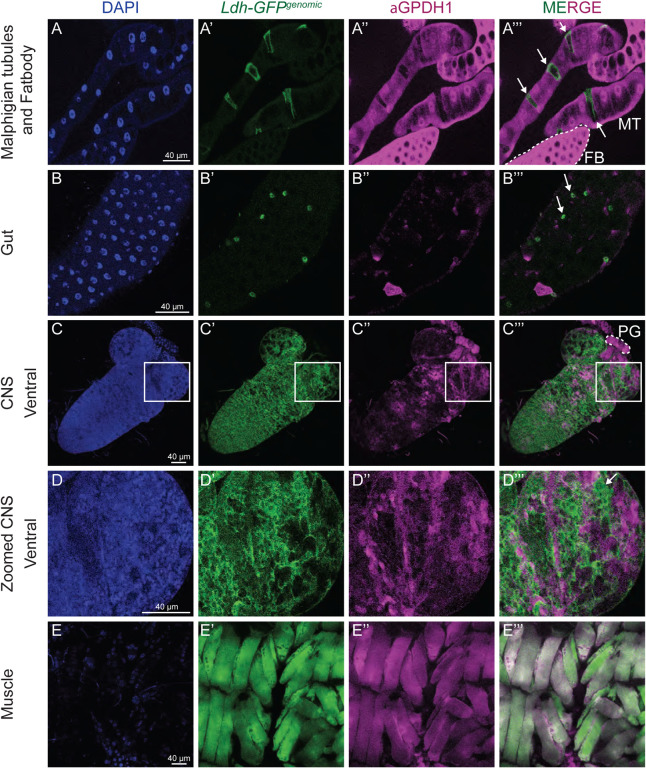
*Ldh* and *Gpdh1* expression patterns are complex and non-strictly overlapping. Representative confocal images of second instar larval tissues expressing *Ldh-GFP*^*Genomic*^ and immuno-stained with aGpdh1 antibody. DAPI is shown in blue, Ldh-GFP and Gpdh1 are represented in green and magenta, respectively. The rightmost panel displays the merged images of Ldh-GFP and Gpdh1 staining. (A-A”’) Malpighian tubules, (B-B”’) gut, (C-C”’) ventral side of CNS, (D-D”’) magnification of the outlined region of interest in (C-C”’), and (E-E”’) muscles. Arrows denote non-overlapping Ldh expression. The scale bar represents 40 μM. The scale bar in (A) applies to all panels.

**Figure 2.**
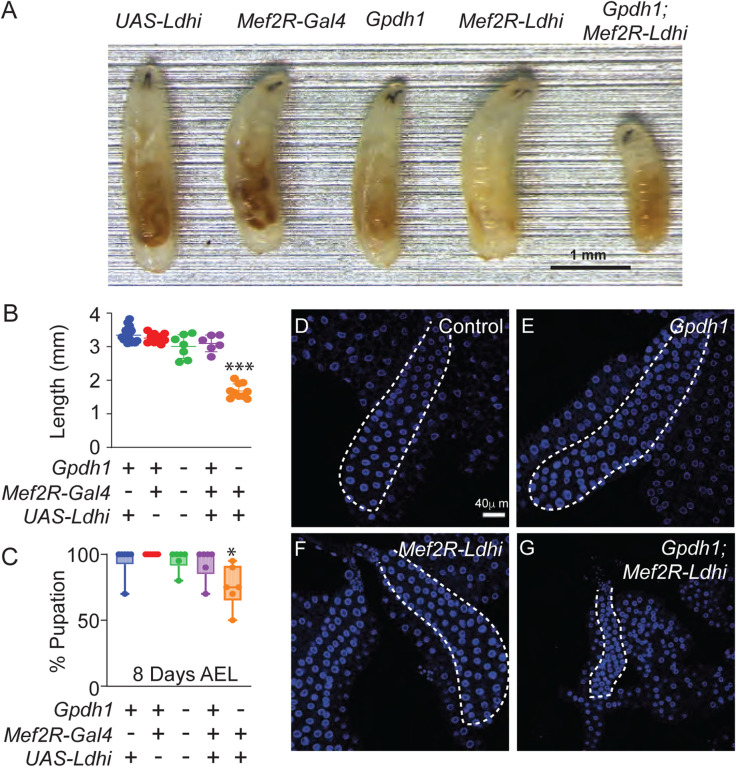
Tissue-specific loss of Ldh and Gpdh1 induces systemic growth defects. Growth and development of both control (*Mef2R-Gal4* and *UAS-Ldh-RNAi* strains) and mutant strains (*Gpdh1*^*A10/B18*^ mutants, *Mef2R-Ldh-RNAi*, and *Gpdh1*^*A10/B18*^*; Mef2R-Ldh-RNAi*) were monitored throughout larval development. (A) Representative images of L2 larvae (60 hr AEL) from the indicated genotypes. The scale bar represents 1 mm. (B-C) Quantification of (B) larval length and (C) time to pupation from the indicated genotypes. All experiments were repeated a minimum of three times. n≥5 biological replicates for (B, C). Error bars represent standard deviation; *P<0.05, ***P<0.0001. *P*-values were calculated using the Mann-Whitney test. (D-G) Representative images of salivary glands dissected from the indicated genotypes. DAPI is shown in blue. The scale bar represents 40 μM. The scale bar in (D) applies to (E).

**Figure 3.**
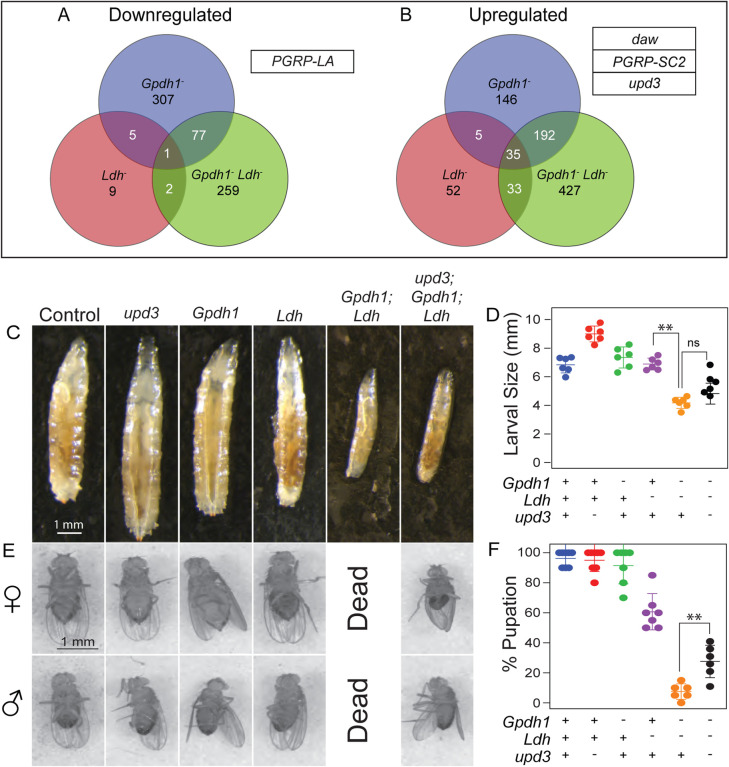
An *upd3* mutation suppresses the synthetic lethal phenotype of *Gpdh1; Ldh* double mutants. (A-B) Venn diagrams showing the overlap between the number of genes that were either (A) downregulated or (B) upregulated in either single mutant (*Gpdh1*^*A10/B18*^ and *Ldh*^*16/17*^) as well as the double mutant (*Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^) relative to the respective heterozygous controls strains. Associated tables in (A, B) list secreted factors that are only dysregulated in the *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant. (C) Representative larval images of the indicated genotypes. The scale bars represent 1 mm and apply to all panels. (D) Quantification of the larval size for the indicated genotypes. (E) A significant number of male and female triple mutant pupae (*upd3*^*Δ*^*; Ldh*^*16/17*^*; Gpdh1*^*A10/B18*^) successfully eclosed whereas all *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ died during metamorphosis. The scale bar represents 1mm and applies to all panels. (F) The rate of eclosion was quantified for pupae of the indicated genotypes. Note that no eclosion was observed among vials containing *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ pupae. All experiments are repeated a minimum of three times. n≥5 biological replicates. Error bars represent standard deviation; **P<0.05. *P*-values were calculated by using a Mann-Whitney test.

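Genes that changed in both mutants mostly changed in the same direction. Of 10448 genes tested in both contrasts, 229 were called higher in both (23.5 would be shared by independent lists of these sizes) and 84 were called lower in both (15.8). Another 64 genes were called higher in double and lower in *Gpdh1* mutants (27.4), among them the cuticle protein gene *TwdlP* (log2 fold changes 2.70 and -2.89) and *CG14573* (4.94 and -4.01), and 9 genes were called the other way round (13.6). These opposite calls, 73 in all, numbered 113 without double heterozygote replicate 3 and 46 with at least 10 counts required in every library. Across genes the log2 fold changes of the contrasts had a Pearson r of 0.376 and a Spearman rho of 0.459, and genes are not independent replicates.
In double mutants 731 genes were called higher and 380 lower among 10650 tested, and in *Gpdh1* mutants 397 were called higher and 470 lower among 10592. Called in double but not in *Gpdh1* mutants were 438 higher and 287 lower genes. Of the 438, 164 had an adjusted p under 0.05 in the same direction in *Gpdh1* mutants without reaching the fold limit, and 153 were called higher in the test of the difference between the contrasts. Of the 287, 74 and 168 were so. Without double heterozygote replicate 2, the genes called lower in double mutants numbered 632, and 461 of them were not called in *Gpdh1* mutants. With the double mutant libraries summed into 1, 707 genes were called in double mutants, and with the cuticle covariate 202 were called lower in *Gpdh1* mutants, where the call of *CG14573* was lost (log2 fold change -1.96, adjusted p = 0.341). The covariate cannot be separated from genotype in the *Gpdh1* contrast.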

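Neuropeptide, insulin-like and growth factor genes were among the secreted regulators that were higher in double mutants. Of 36 such genes tested, 17 were higher and 7 were lower (18 and 7 when adjusted over the list alone; camera adjusted p = 0.0337; adjusted p = 0.477 with an estimated correlation). The camera call was lost without double heterozygote replicate 2 (adjusted p = 0.124), and the count of lower genes was 4 without double heterozygote replicate 1. The neuropeptide genes *Dh31* (log2 fold change 1.17, standard error 0.0655, adjusted p = 3.5e-05) and *sNPF* (log2 fold change 1.14) were higher, and *Dh31* also differed between the contrasts (difference 0.82, adjusted p = 0.000331). The insulin-like peptide gene *Ilp6*, expressed in the fat body, had a log2 fold change of 0.87 in double and 0.07 in *Gpdh1* mutants (difference 0.80, adjusted p = 0.00276). *Ilp3* was higher, from 11 counts over the double heterozygotes to 104 over the double mutants. The lower genes included *Ilp5* (log2 fold change -1.87; -1.11 in *Gpdh1* mutants) and *ImpL2*, which encodes an antagonist of insulin signaling (-0.63; difference -0.51, adjusted p = 0.00218). The list holds the 4 factors named by the paper, whose direction was known from its tables. In *Gpdh1* mutants 7 of 35 were higher and 7 were lower, also when adjusted over the list alone (camera adjusted p = 0.998), and 4 were higher without *Gpdh1* mutant replicate 1. Of 9 peptidoglycan recognition protein genes, 5 were higher and 1 was lower in double mutants, also when adjusted over the list alone (camera adjusted p = 0.0771; higher by fry, adjusted p = 0.000665), including *PGRP-LB* (log2 fold change 0.72), and 2 were higher without double heterozygote replicate 1. With the double mutant libraries summed into 1, where the spread comes from the double heterozygotes alone, the calls of *sNPF* (log2 fold change 1.13, adjusted p = 0.0709), *Ilp6* (0.86, 0.0672), *Ilp3* (3.00, 0.0596) and *PGRP-LB* (0.72, 0.052) were lost.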

**Figure 4.**
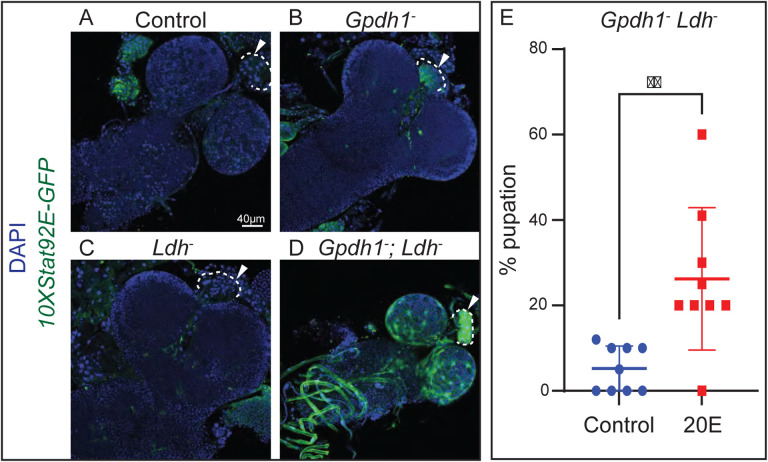
Dietary supplementation with 20E suppresses the synthetic lethal phenotype of *Gpdh1; Ldh* double mutants. (A-D) Representative confocal images of *Stat-GFP* expression in the CNS of *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutants as compared to the heterozygous control (*Gpdh1*^*A10/+*^*; Ldh*^*16/+*^) and single mutant strains (*Gpdh1*^*A10/B18*^ and *Ldh*^*16/17*^). DAPI is shown in blue and *Stat-GFP* expression in green. The scale bar in (A) represents 40 μM and applies to (B-D). (E) A graph illustrating the percent of *Gpdh1*^*A10/B18*^*; Ldh*^*16/17*^ double mutant that pupariate when raised on yeast-molasses agar that contains either ecdysone or the solvent (ethanol) control. All experiments are repeated a minimum of three times. n=9 biological replicates. Error bars represent standard deviation. **P<0.05. *P* value was calculated using a Mann-Whitney test.

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE119334 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119334) and GSE121876 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121876). Supplemental Tables S1–S3 are available at https://doi.org/10.6084/m9.figshare.25984402.v1.

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 1 — Supplementary Figure 1. Ldh and Gpdh1 expression patterns in the CNS, fat body, salivary gland, and intestine. Representative confocal images of second instar larval tissues expressing Ldh-GFPGenomic and immuno-stained with αGpdh1 antibody. DAPI is shown in blue, Ldh-GFP and Gpdh1 are represented in green and magenta, respectively. The rightmost panel displays the merged images of Ldh-GFP and Gpdh1 staining. (A-D) Dorsal side of CNS, (E-H) at body (I-L) salivary gland (M-P) gut. The scale bar in all the images represents 40 μM. The scale bar in (A) applies to (B-L) and the scale bar in (M) applies to (N,O,P).

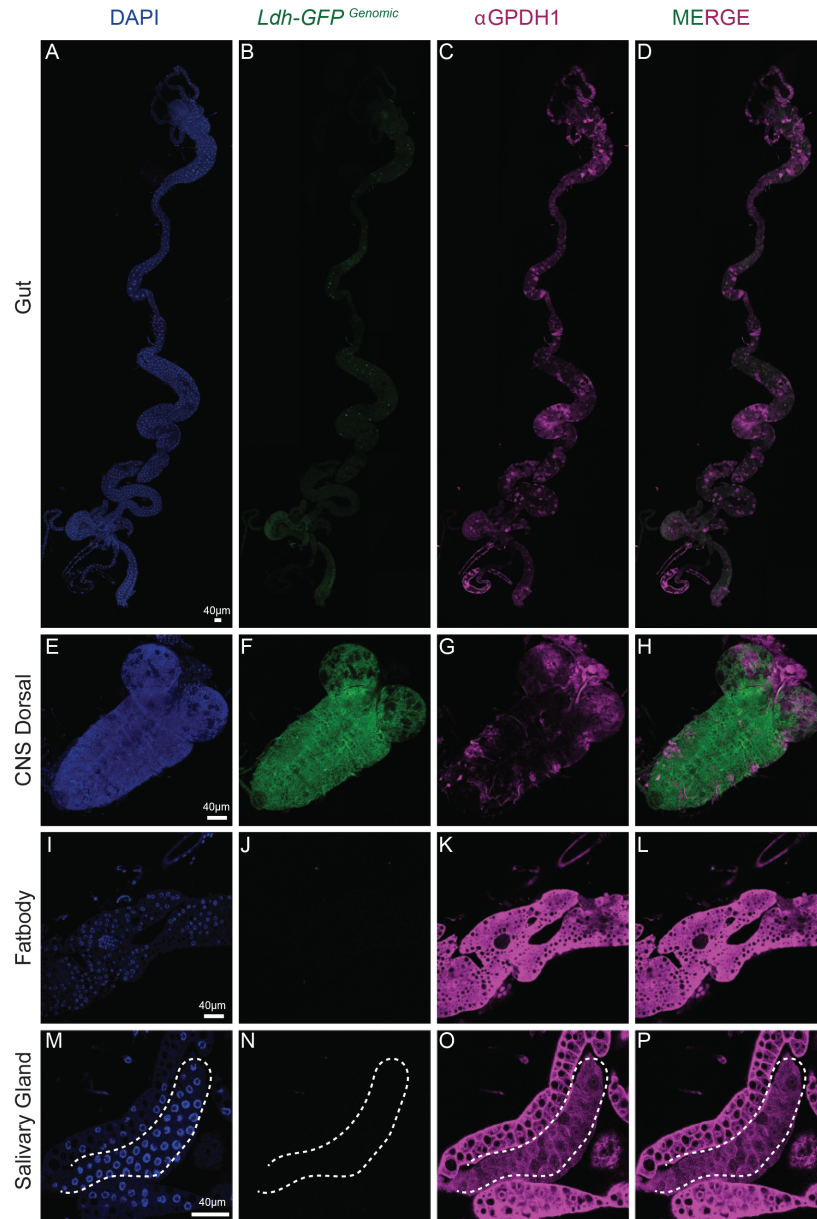

Figure S1

Supplementary Figure 1. *Ldh* and *Gpdh1* expression patterns in the CNS, fat body, salivary gland, and intestine. Representative confocal images of second instar larval tissues expressing *Ldh-GFP^{Genomic}* and immuno-stained with α Gpdh1 antibody. DAPI is shown in blue, *Ldh-GFP* and *Gpdh1* are represented in green and magenta, respectively. The rightmost panel displays the merged images of *Ldh-GFP* and *Gpdh1* staining. (A-D) Dorsal side of CNS, (E-H) at body (I-L) salivary gland (M-P) gut. The scale bar in all the images represents 40 μ M. The scale bar in (A) applies to (B-L) and the scale bar in (M) applies to (N,O,P).

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 2 — Supplementary Figure 2. Characterization of either Ldh or Gpdh1 expression in larval tissues following loss of the other enzyme. Quantification of Ldh and Gpdh1 expression in the salivary glands of the heterozygous control strain (Gpdh1A10/+; Ldh16/+) and each single mutant strain (Gpdh1A10/B18 and Ldh16/17). (A-F) Representative confocal images of (A-C) Ldh expression and (D-F) DAPI staining in all three genotypes. (G) Ldh staining was quantified in the salivary glands of all three genotypes. (H-M) Representative confocal images of (H-J) Gpdh1 expression and (K-M) DAPI staining in all three genotypes. (N) Gpdh1 staining was quantified in the salivary glands of all three genotypes. The scale bar in all images represents 40 μM. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. n=4 biological replicates. Error bars represent standard deviation. **P< 0.01. *P< 0.05. P-values were calculated by using the Mann-Whitney test.

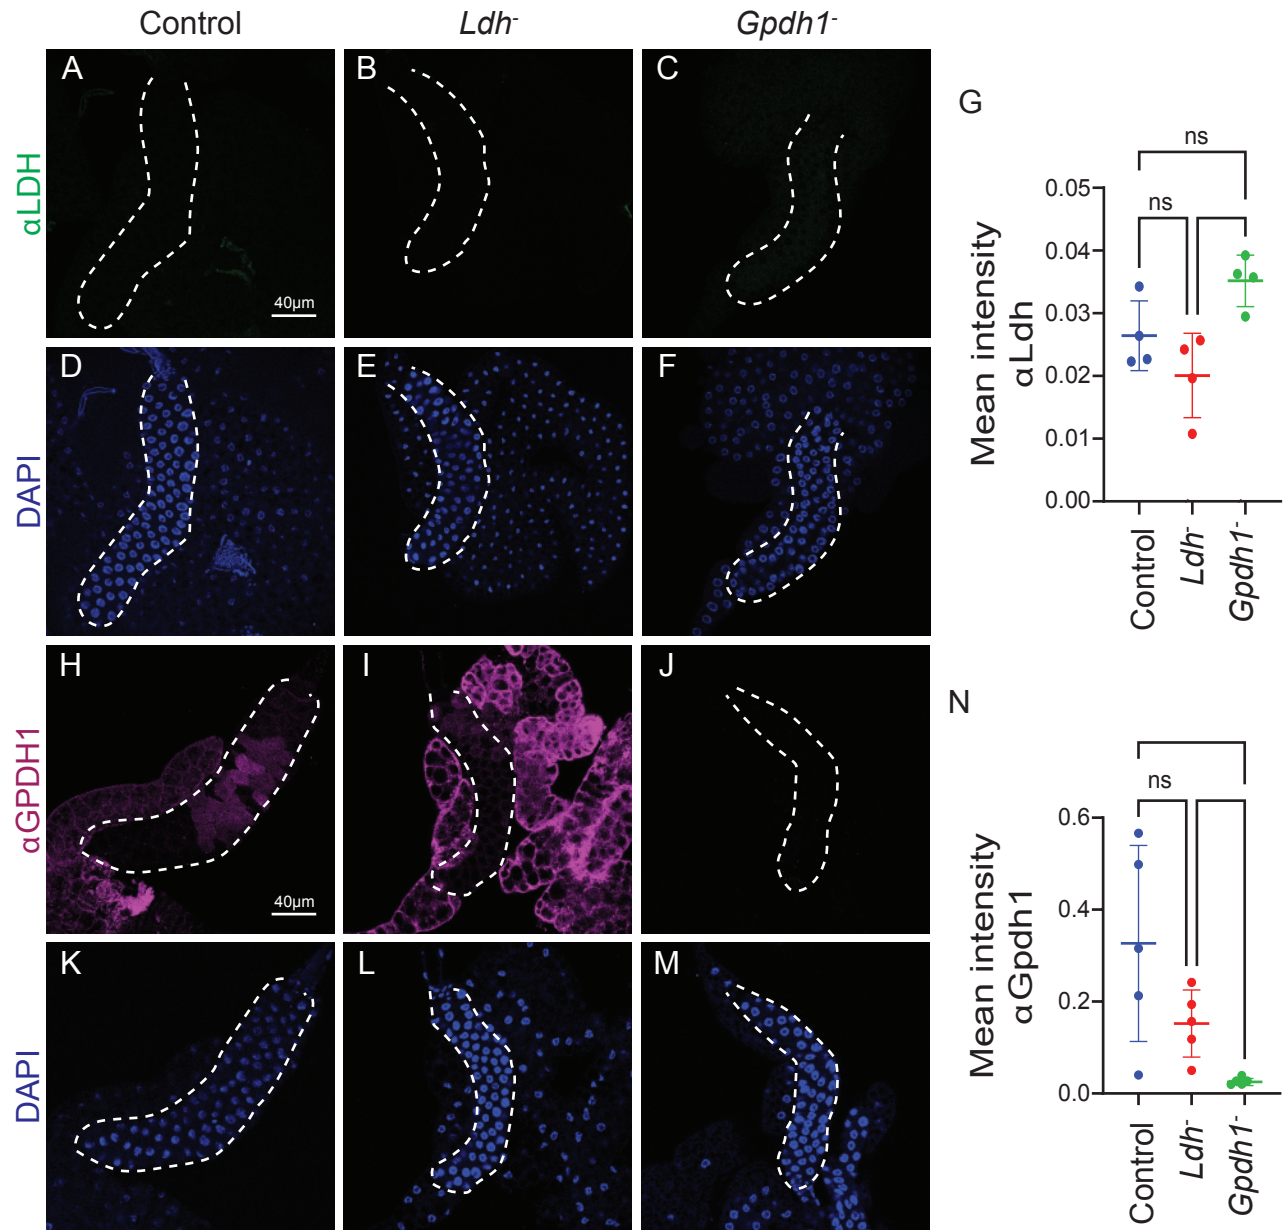

Supplementary Figure 2. Characterization of either *Ldh* or *Gpdh1* expression in larval tissues following loss of the other enzyme. Quantification of *Ldh* and *Gpdh1* expression in the salivary glands of the heterozygous control strain (*Gpdh1*^{A10/+}; *Ldh*^{16/+}) and each single mutant strain (*Gpdh1*^{A10/B18} and *Ldh*^{16/17}). (A-F) Representative confocal images of (A-C) *Ldh* expression and (D-F) DAPI staining in all three genotypes. (G) *Ldh* staining was quantified in the salivary glands of all three genotypes. (H-M) Representative confocal images of (H-J) *Gpdh1* expression and (K-M) DAPI staining in all three genotypes. (N) *Gpdh1* staining was quantified in the salivary glands of all three genotypes. The scale bar in all images represents 40 μm. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. n=4 biological replicates. Error bars represent standard deviation. **P < 0.01. *P < 0.05. *P*-values were calculated by using the Mann-Whitney test.

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 3 — Supplementary Figure 3. Characterization of either Ldh or Gpdh1 expression in larval fat body following loss of the other enzyme. Quantification of Ldh and Gpdh1 expression in the larval fat body of the heterozygous control strain (Gpdh1A10/+; Ldh16/+) and each single mutant strain (Gpdh1A10/B18 and Ldh16/17). (A-F) Representative confocal images of (A-C) Ldh expression and (D-F) DAPI staining in all three genotypes. (G) Ldh staining was quantified in the fat body of all three genotypes. (H-M) Representative confocal images of (H-J) Gpdh1 expression and (K-M) DAPI staining in all three genotypes. (N) Gpdh1 staining was quantified in the larval fat body of all three genotypes. The scale bar in all images represents 40 μM. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. N=4 biological replicates. Error bars represent standard deviation. **P < 0.01. *P < 0.05. P-values were calculated by using the Mann-Whitney test.

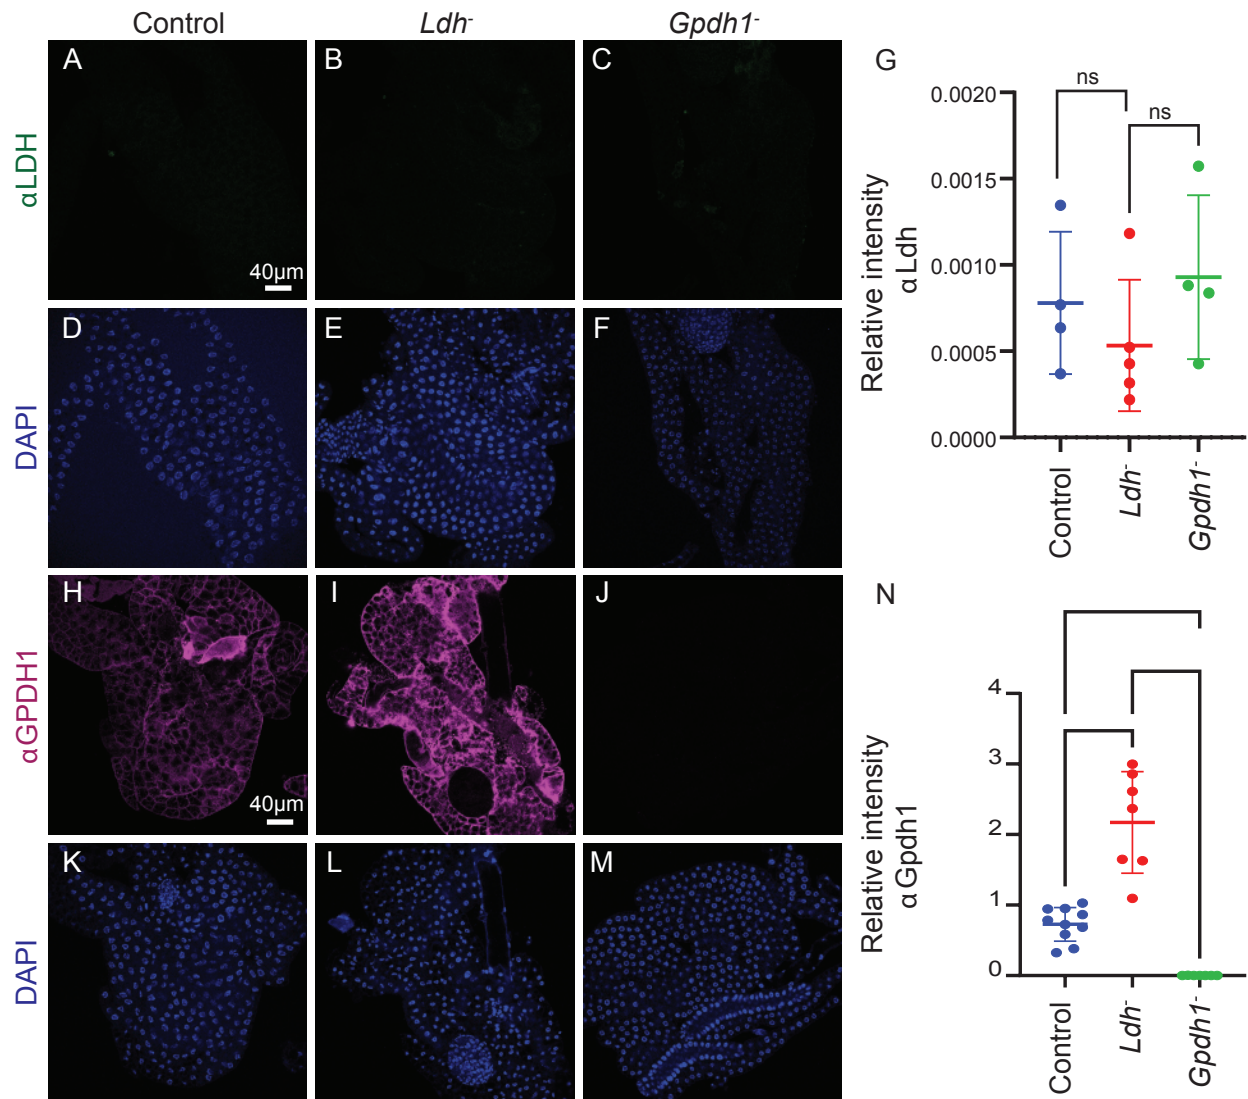

Supplementary Figure 3. Characterization of either *Ldh* or *Gpdh1* expression in larval fat body following loss of the other enzyme. Quantification of *Ldh* and *Gpdh1* expression in the larval fat body of the heterozygous control strain (*Gpdh1*^{A10/+}; *Ldh*^{16/+}) and each single mutant strain (*Gpdh1*^{A10/B18} and *Ldh*^{16/17}). (A-F) Representative confocal images of (A-C) *Ldh* expression and (D-F) DAPI staining in all three genotypes. (G) *Ldh* staining was quantified in the fat body of all three genotypes. (H-M) Representative confocal images of (H-J) *Gpdh1* expression and (K-M) DAPI staining in all three genotypes. (N) *Gpdh1* staining was quantified in the larval fat body of all three genotypes. The scale bar in all images represents 40 μm. The scale bar in (A) applies to (B-F) and the scale bar in (H) applies to (I-M). (G, N) All experiments are repeated a minimum of three times. N=4 biological replicates. Error bars represent standard deviation. **P < 0.01. *P < 0.05. *P*-values were calculated by using the Mann-Whitney test.

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 4 — Supplementary Figure 4. Fat body expression of a Ldh-RNAi transgene in the fat body of Gpdh1 mutants induces systemic growth defects. Growth and development of both control (r4-Gal4 and UAS-Ldh-RNAi strains) and mutant strains (Gpdh1A10/B18 mutants, r4-Ldh-RNAi, and Gpdh1A10/B18; r4-Ldh-RNAi) were monitored throughout larval development. (A) Representative images of L2 larvae (60 hr AEL) from the indicated genotypes. The scale bar represents 1 mm. (B-C) Quantification of (B) larval length and (C) time to pupation of the indicated genotypes. (B, C) All experiments are repeated a minimum of three times. n≥6 biological replicates. Error bars represent standard deviation. *P<0.05 and **P<0.01 when compared with all other genotypes. P-values were calculated using the Mann-Whitney test.

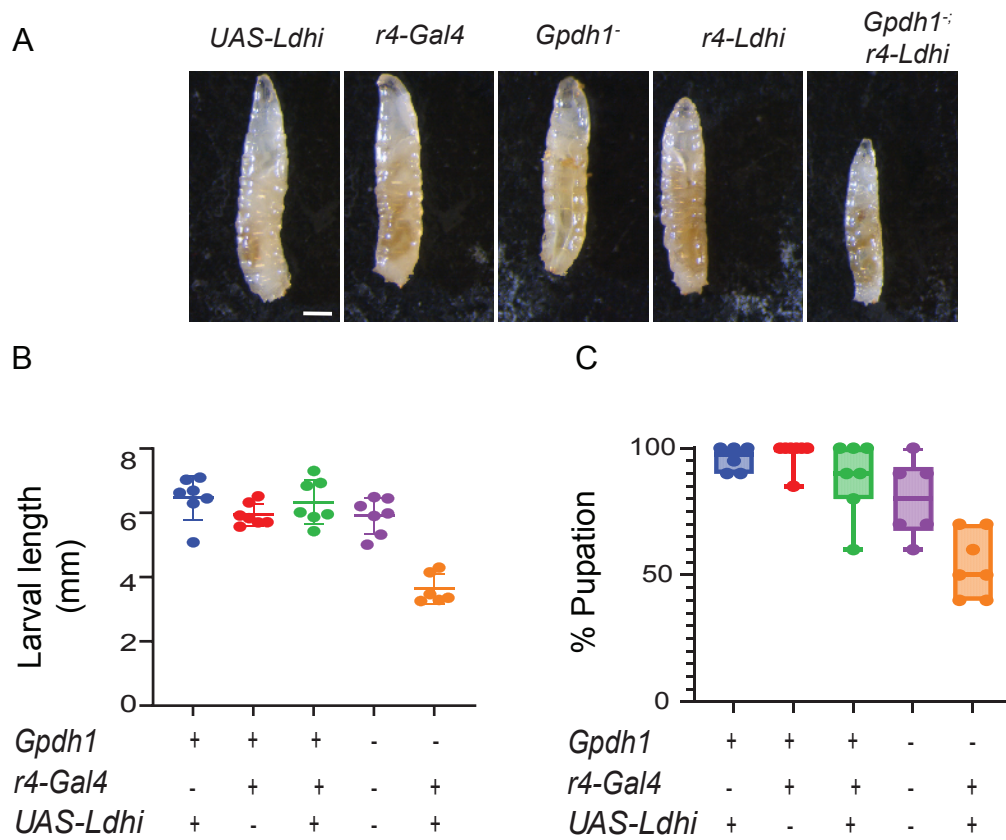

Supplementary Figure 4. Fat body expression of a *Ldh-RNAi* transgene in the fat body of *Gpdh1* mutants induces systemic growth defects. Growth and development of both control (*r4-Gal4* and *UAS-Ldh-RNAi* strains) and mutant strains (*Gpdh1^{A10/B18}* mutants, *r4-Ldh-RNAi*, and *Gpdh1^{A10/B18}; r4-Ldh-RNAi*) were monitored throughout larval development. (A) Representative images of L2 larvae (60 hr AEL) from the indicated genotypes. The scale bar represents 1 mm. (B-C) Quantification of (B) larval length and (C) time to pupation of the indicated genotypes. (B, C) All experiments are repeated a minimum of three times. $n \geq 6$ biological replicates. Error bars represent standard deviation. * $P < 0.05$ and ** $P < 0.01$ when compared with all other genotypes. P -values were calculated using the Mann-Whitney test.

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 5 — Supplementary Figure 5. RNA-seq analysis of Ldh mutants, Gpdh1 mutants, and Gpdh1, Ldh double mutants. Volcano plot depicting the transcriptomic profiles of (A) Ldh mutants (Ldh16/17), (B) Gpdh1 mutants (Gpdh1A10/B18), and (C) double mutants (Gpdh1A10/B18; Ldh16/17) relative to the respective heterozygous control strains. n=3 biological replicates analyzed per genotype. Each sample contained 20 mid-L2 larvae. Vertical axis indicates −log10(FDR) and horizontal axis represents log(FC). The significantly upregulated genes are shown in yellow and downregulated are shown in black. FDR- fold discovery rate and FC-fold change.

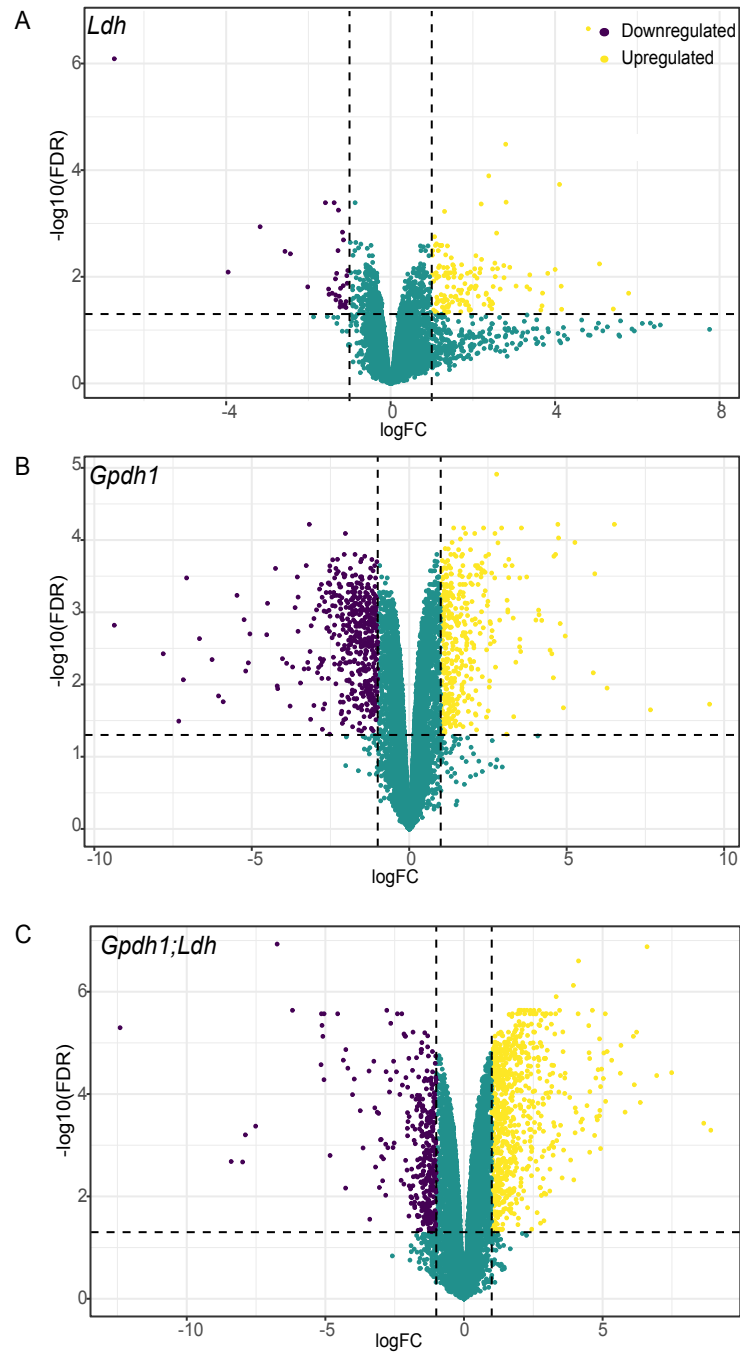

Supplementary Figure 5. RNA-seq analysis of *Ldh* mutants, *Gpdh1* mutants, and *Gpdh1;Ldh* double mutants. Volcano plot depicting the transcriptomic profiles of (A) *Ldh* mutants (*Ldh*^{16/17}), (B) *Gpdh1* mutants (*Gpdh1*^{A10/B18}), and (C) double mutants (*Gpdh1*^{A10/B18}; *Ldh*^{16/17}) relative to the respective heterozygous control strains. n=3 biological replicates analyzed per genotype. Each sample contained 20 mid-L2 larvae. Vertical axis indicates $-\log_{10}(\text{FDR})$ and horizontal axis represents $\log(\text{FC})$. The significantly upregulated genes are shown in red and downregulated are shown in black. FDR- fold discovery rate and FC-fold change.

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 6 — Supplementary Figure 6. upd3; Gpdh1; Ldh triple mutants exhibit a metabolomic profile that is indistinguishable from Gpdh1; Ldh double mutants. (A) A volcano plot showing no significant difference between the metabolomes of Gpdh1; Ldh double mutants and upd3; Gpdh1; Ldh triple mutants. (B-C) Relative abundance of (B) lactate and (C) glycerol-3-phosphate in the indicated genotypes. n=6 biological replicates were collected from independent populations with 25 mid L2 larvae per sample. Experiment was repeated twice. Error bars represent standard deviation. No significant differences (ns) were observed in in double mutants as compared with the triple mutants. P-value was calculated by using the Mann-Whitney test. (D) Heatmap showing the top 25 metabolites rank order by significance among four genotypes - heterozygous control (HC), upd3Δ (U), Gpdh1A10/B18; Ldh16/17 double mutant (DM) and the upd3Δ; Gpdh1A10/B18; Ldh16/17 triple mutants (TM).

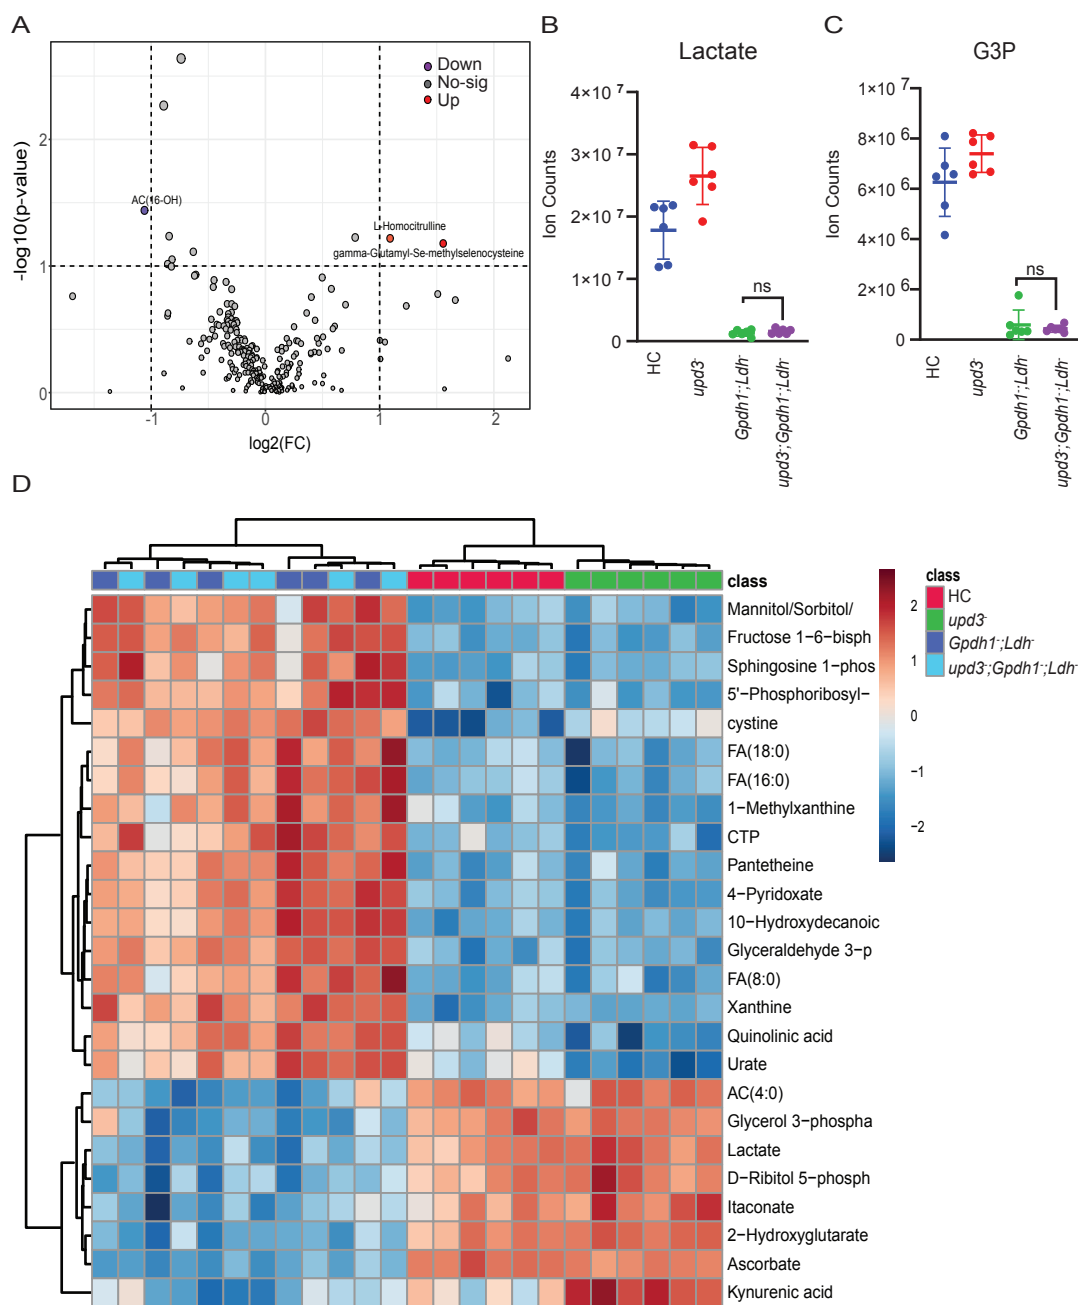

Supplementary Figure 6. *upd3; Gpdh1; Ldh* triple mutants exhibit a metabolomic profile that is indistinguishable from *Gpdh1; Ldh* double mutants. (A) A volcano plot showing no significant difference between the metabolomes of *Gpdh1; Ldh* double mutants and *upd3; Gpdh1; Ldh* triple mutants. (B-C) Relative abundance of (B) lactate and (C) glycerol-3-phosphate in the indicated genotypes. $n=6$ biological replicates were collected from independent populations with 25 mid L2 larvae per sample. Experiment was repeated twice. Error bars represent standard deviation. No significant differences (ns) were observed in double mutants as compared with the triple mutants. P -value was calculated by using the Mann-Whitney test. (D) Heatmap showing the top 25 metabolites rank order by significance among four genotypes - heterozygous control (HC), *upd3* Δ (U), *Gpdh1*^{A10/B18}; *Ldh*^{16/17} double mutant (DM) and the *upd3* Δ ; *Gpdh1*^{A10/B18}; *Ldh*^{16/17} triple mutants (TM).

# Supplementary material for: Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth
**Source:** bioRxiv. 2024 Jun 9:2024.06.06.597835. Preprint. [Version 2] doi: 10.1101/2024.06.06.597835
**Supplement:** Supplement 7 — Supplementary Figure 7. Stat-GFP expression is increased in larval tissues of Gpdh1; Ldh double mutants. (A-L) Representative confocal images of (A-D) fat body, (E-H) salivary glands and (I-L) muscles showing Stat-GFP expression in control, Gpdh1A10/B18, Ldh16/17 and Gpdh1A10/B18; Ldh16/17 double mutants. The scale bar represents 40 μM. The scale bar in (A) applies to (B-L).

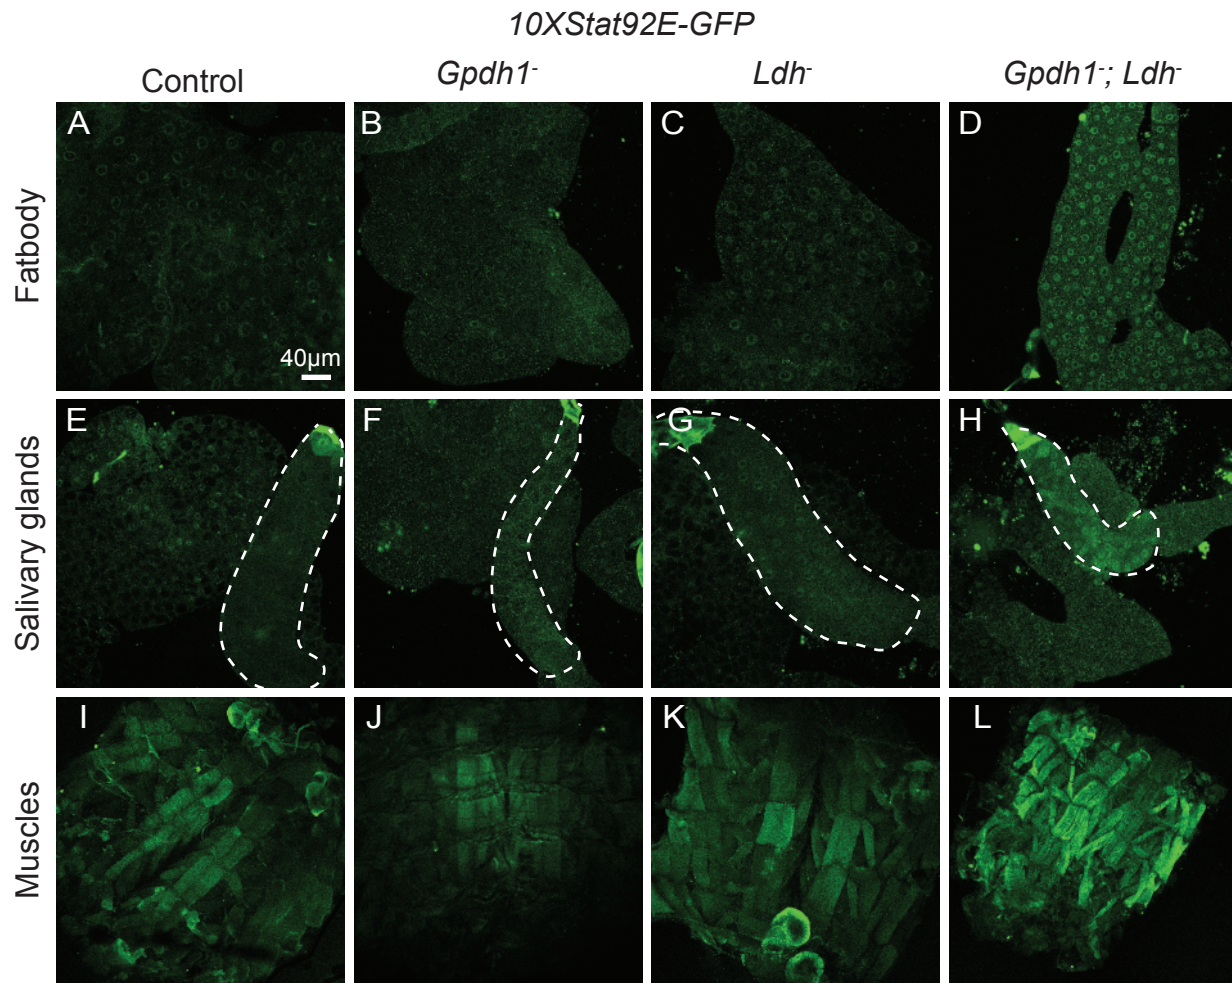

Supplementary Figure 7. *Stat-GFP* expression is increased in larval tissues of *Gpdh1*⁻; *Ldh*⁻ double mutants. (A-L) Representative confocal images of (A-D) fat body, (E-H) salivary glands and (I-L) muscles showing *Stat-GFP* expression in control, *Gpdh1*^{A10/B18}, *Ldh*^{16/17} and *Gpdh1*^{A10/B18}; *Ldh*^{16/17} double mutants. The scale bar represents 40 μ M. The scale bar in (A) applies to (B-L).

How the deposited data were processed for this re-analysis (not part of the article)

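Whole-larva RNA-seq was analysed for 4 genotypes with 3 libraries each: *Gpdh1; Ldh* double mutants, double heterozygotes, *Gpdh1* mutants and *Gpdh1* heterozygotes. According to the submitters' processing notes, reads were converted with bcl2fastq 2.20.0.422, trimmed with cutadapt 1.12, aligned with HISAT2 2.1.0 and counted per gene with HTSeq 0.9.0. The notes do not state the strand setting or the genome build of the counts, and the paper's methods name Salmon, tximport and DESeq2. Each library gives whole, unnormalized counts for 17185 gene IDs and 5 summary lines of the counter, which were removed. The genes took between 22339930 and 26605495 counts per library. Reads without a gene were between 0.736% and 1.04%, ambiguous reads between 1.97% and 2.17% and reads aligned to more than 1 place between 8.06% and 14.7% of the counter's total. The 10 most abundant genes took between 14.3% and 18.9% of the counts. A BDGP6.54 annotation gave symbols for 17059 of the gene IDs, 8 more were named from the paper's tables, and 118 remained without a symbol. Intervals on counts and ratios cover counting error only.

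Each contrast was fitted on its own 6 libraries in R 4.3.3 with edgeR 4.0.16: the package's filter on low counts (minimum count 10), TMM scaling, a quasi-likelihood fit and F test, Benjamini-Hochberg adjustment, and a call at an adjusted p under 0.05 with a log2 fold change beyond 1 in either direction. The choice of edgeR and of these limits came from the columns of Table S1. The difference between the contrasts, the comparison of the control groups and the comparison of the mutants were fitted on all 12 libraries with 1 coefficient per group. No batch or date is given in the labels. The replicate numbers were checked for pairing between mutants and controls.

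The pathway gene lists cover glycolysis, the cytosolic NADH shuttles, the pentose phosphate pathway, the TCA cycle, the respiratory chain, carbohydrate digestion, gut proteases, lipid synthesis, lipid breakdown, secreted growth regulators, the JAK/STAT pathway, ecdysone synthesis, ecdysone response, antimicrobial peptides, peptidoglycan recognition proteins, cytochrome P450 enzymes, glutathione S-transferases, UDP-glycosyltransferases, the Osiris family, cuticle proteins, the FOXO and REPTOR starvation response, ATF4 and serine synthesis, oxidative stress defence, heat shock proteins, ribosomal proteins, ribosome biogenesis, the cell cycle, L3 serum and fat body proteins, and salivary gland glue genes, 29 lists in all. Another 12 lists hold markers of fat body, muscle, neurons, neuroblasts, hemocytes, midgut, Malpighian tubules, salivary gland, imaginal discs, trachea, germ line and male dosage compensation RNAs. The lists were written before the data were examined and after Tables S1 and S2 had been read. Members with an adjusted p under 0.05 were counted with no fold limit, over all genes tested and over the list alone. Where leaving out a library moved such a count of a contrast of mutants with controls by more than 1 gene and over 1.5 times, the text says so. Each list was tested with camera from limma 3.58.1 on voom values at a preset correlation of 0.01 and also with an estimated correlation, and with fry, which asks whether a list changes at all and not whether it changes more than other genes, adjusted over the 29 pathway lists or the 12 tissue lists of a comparison. With the estimated correlation, none of the camera calls of the lists held in the contrasts of mutants with controls. The symbols *Fum1*, *Etf-QO* and *nvd* matched no gene and were left out. Genes were named by a rule fixed in advance: the paper's genes, the 8 most increased and 8 most decreased called genes with non-overlapping groups and a mean of at least 5 CPM in the higher group, and up to 4 members of each list with the smallest adjusted p, with all tested members of the JAK/STAT, ecdysone synthesis and secreted regulator lists. Logarithms of CPM used a prior count of 2.

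Alternatives tried were RLE size factors, DESeq2 1.42.0, no filter, at least 10 counts in every library, no fold limit, all 12 libraries in 1 fit, the replicate number as a block and leaving out each library in turn. Added after the data were seen were summing the double mutant libraries into 1 and a covariate made from the cuticle protein genes. The covariate did not overlap between *Gpdh1* heterozygotes and *Gpdh1* mutants. Fold changes of that contrast with the covariate therefore cannot separate cuticle expression from genotype. With the summed library the spread is estimated from the 3 double heterozygotes alone and taken to hold for the double mutants too. The methods were tested on simulated data with known changes. The *Ldh* single mutants, which the paper also compares, were not analysed here, so genes called in double but not in *Gpdh1* mutants are a wider set than the paper's.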

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

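In this part, the tests of counting error and of the crosses for *upd3*, of the control groups for the opposite calls, and of a shared RNA pool for the double mutants were chosen only after the result was seen. The covariate made from cuticle protein genes was also added then.

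*upd3* differed between the contrasts (log2 difference 1.27; adjusted p = 0.0617 with the replicate block and 0.0505 without *Gpdh1* heterozygote replicate 1), and it was lower in double heterozygotes than in *Gpdh1* heterozygotes (log2 fold change -1.16), a comparison the paper does not report. Counting error is argued against, since the ratio of its 31 counts over the double heterozygotes to 62 over the *Gpdh1* heterozygotes, corrected for depth, was 0.444 with an upper exact 95% limit of 0.694. If a difference between the crosses were the whole cause, the mutant groups would differ as the controls do. Double and *Gpdh1* mutants differed by a log2 fold change of 0.11 (95% interval -0.36 to 0.59). The difference between the contrasts, by which the gene was picked, already holds this result, so it is no separate evidence on the crosses. A difference between the crosses together with an effect of the mutations stays open, as no group separates them. With the cuticle covariate the control difference was -1.03 (standard error 0.562, adjusted p = 0.494) against -1.16 (standard error 0.252) without it, so the call ended mainly because the error grew, and the moulting phase of the larvae cannot be told apart from the genotype. A difference in age or development between the crosses stays open as a biological explanation and was not tested.

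A total of 73 genes were called in opposite directions in the contrasts, and 113 without double heterozygote replicate 3. Of the 64 that were higher in double and lower in *Gpdh1* mutants, 58 were lower in double than in *Gpdh1* heterozygotes and 31 were higher in double than in *Gpdh1* mutants, so a difference between the control groups is a candidate explanation, although the same libraries define the pattern. The scaling of the libraries stays open, since RLE size factors also gave 73 but moved the median log2 fold change by only 0.01 in double and 0.00 in *Gpdh1* mutants. Of these genes, 6.85% lay more than 1 log2 unit outside the range of the other double heterozygotes, above or below, in replicate 2, against 4.40% of all genes and 58.4% of cuticle protein genes, which does not decide for or against a moulting phase shared by all libraries of a group. Such a phase stays open as a biological explanation.

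The double mutant libraries differed less from each other than those of the other groups. Depth is argued against, since the coefficient of variation was 0.0375 after all libraries were thinned to 22339930 counts and between 0.0992 and 0.210 in the other groups. Libraries made from 1 RNA pool cannot be told apart from 3 similar pools of larvae: the closest pair had 9.86% of genes beyond counting noise, where noise alone gives 5%, and the other double mutant pairs had 19.2% and 21.3%. Over 168 ribosomal protein, respiratory chain and cell cycle genes the double mutants' coefficient of variation was 1.75 times that of the lowest other group, so the low spread was absent from these genes, which is consistent with a closer match in moulting phase. No other biological explanation was tested.

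The difference between the contrasts was called for 467 higher and 364 lower genes by an interaction test. Of 100 splits drawn from 200, 6, the real one among them, gave at least the real 831 calls, which is near the limit of a share of 0.05. Each split regroups the libraries of each contrast separately. A split that keeps 1 real contrast and mixes the other carries the effect of the kept contrast into the difference. These splits therefore cannot decide for or against chance. The highest other split gave 2176 and exchanges mutant and control within 1 contrast, so that the effects of both contrasts add up. In that test 31 of 101 cuticle protein genes were higher and 9 of 16 Osiris genes were lower (14 when adjusted over the list alone; camera adjusted p = 0.00479; adjusted p = 0.702 with an estimated correlation). Without double heterozygote replicate 2, 39 of 102 cuticle protein genes were higher and 15 were lower, and 14 Osiris genes were lower. Between the control groups, which the paper does not compare, 623 genes differed, and 4 was the highest count of another split. Of the cuticle protein genes, 69 were lower in double than in *Gpdh1* heterozygotes (84 when adjusted over the list alone; camera adjusted p = 3.3e-23; adjusted p = 0.603 with an estimated correlation), and 86 without double heterozygote replicate 2. For double mutants against double heterozygotes the real split called 1111 genes and the highest other 0, for *Gpdh1* mutants against their controls 867 and 0, and for double against *Gpdh1* mutants 1106 and 0. In these 4 comparisons of 3 with 3 libraries only 1 of the 10 splits, the real one, gave as many calls, and 10 splits are too few for a share under 0.05.

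Antimicrobial peptide genes, which the paper does not discuss, were higher for 11 of 19 in double mutants and 6 of 19 in *Gpdh1* mutants, and the latter count was 18 without *Gpdh1* heterozygote replicate 2. In double mutants the count was 6 without double mutant replicate 3 and 17 without double heterozygote replicate 2. Respiratory chain genes were lower for 54 of 60 in double mutants and 50 of 60 in *Gpdh1* mutants. *Lsp1beta* had a log2 fold change of -7.55 in double mutants and -5.26 in *Gpdh1* mutants.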

How the results depend on the processing

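The settings that summed the double mutant libraries or used the cuticle covariate were chosen after the data were seen. Of 297 values of the main results under alternatives, 265 kept their side of the limit on adjusted p, whatever the fold limit, or stayed within 1.5 times the count. Of 4112 values for lists and named genes, 3852 did, 191 lost a call, 66 gained one and 3 reversed. A change of direction was counted only where the main or the alternative value passed the limit on adjusted p. Values that passed in neither could change sign and still count as kept. *upd3* stayed called higher in double mutants under all 14 alternatives run (adjusted p 0.00068 to 0.0405). RLE size factors and DESeq2 moved the median fold change of all genes by less than 0.03.
With no fold limit, by construction, there were 2690 higher and 2757 lower genes in double mutants, 1898 and 2144 in *Gpdh1* mutants, 1307 and 1474 in the difference, 2874 between controls, 4238 between mutants, 1452 and 1434 in double but not *Gpdh1* mutants, 2223 shared in the same and 338 in opposite directions, and 97.8% of Table S2. Leaving out single libraries gave 317 to 632 lower genes in double mutants, 229 to 461 lower in double but not *Gpdh1* mutants, and 55 to 113 opposite calls, with the highest values without double heterozygote replicate 2, 2 and 3 in that order. *PGRP-LA* ranged from -1.36 to -0.85 and lost its call (adjusted p 0.0832 to 0.0987) without any library but double heterozygote replicate 2. With the replicate block it was -0.97 (adjusted p = 0.0597). Summing the double mutants into 1 library gave 178 lower genes, *daw* 1.08 (adjusted p = 0.0789), *PGRP-SC2* 1.05 (adjusted p = 0.0641) and *PGRP-LA* -1.07 (adjusted p = 0.283), with fewer samples. The cuticle covariate gave 202 lower genes in *Gpdh1* mutants, 558 lower in the difference and 25 between controls, and in *Gpdh1* mutants it turned *PGRP-LA* to 0.55 (adjusted p = 0.0415) and *Ilp3* to -0.24 (adjusted p = 0.816). Its values in *Gpdh1* heterozygotes did not overlap those in *Gpdh1* mutants or in double heterozygotes. In these comparisons it therefore cannot be separated from genotype. At least 10 counts in every library left 46 opposite calls among fewer genes tested. By fry, JAK/STAT (higher, adjusted p = 0.00892) and ecdysone synthesis (lower, adjusted p = 0.0189) passed in double mutants, as did glycolysis (lower, 0.0105), peptidoglycan recognition proteins (higher, 0.000665) and other lists with no camera call; ribosomal proteins in double mutants (adjusted p = 0.0758) and gut proteases (0.158), antimicrobial peptides (0.146) and the pentose phosphate pathway (0.0587) in *Gpdh1* mutants lost their calls, and the third instar serum list turned to higher (adjusted p = 0.0296). Where no construction is named, the cause was not tested.
Replicate numbers did not pair the libraries (r of same-numbered libraries -0.218 to 0.0196). Depth limits *upd3*, with 10 to 39 counts per library.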

Differences from the paper's values

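The values of the paper compared here were the fold changes in Table S1 of *upd3*, *daw* and *PGRP-SC2* in both mutants and in Table S2 of *PGRP-LA* in double mutants. The numbers of genes altered only in double mutants, higher and lower, were also compared. In the main analysis no fold change differed by more than the standard error found here and no number by more than 1.5 times. The numbers are of unlike sets, since the paper's also leave out genes altered in *Ldh* mutants, so their closeness is no reproduction. The paper's fold changes come from the same libraries, so their closeness is no independent evidence either. A standard error between libraries does not measure how far repeated computations on the same libraries may differ. The fold changes of other genes in Table S1 were not compared.

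The paper lists *PGRP-SC2* and *daw* among secreted factors altered in double mutants and not in the single mutants. Here, *PGRP-SC2* had a log2 fold change of 1.05 in double and 0.89 in *Gpdh1* mutants (adjusted p = 0.0134 there, without reaching the limit of 1 on the log2 scale). *daw* had 1.08 in double and 0.79 in *Gpdh1* mutants (adjusted p = 0.01 there). At both limits of the paper's table neither gene is called in *Gpdh1* mutants in the main analysis, as in the paper. *PGRP-SC2* passes both limits there without *Gpdh1* heterozygote replicate 1 (1.07) and without *Gpdh1* mutant replicate 2 (1.00). With the cuticle covariate, chosen after the data were seen, the values there were 1.11 for *PGRP-SC2* and 0.61 for *daw* (adjusted p = 0.104). The covariate cannot be separated from genotype in this contrast, so these values are no evidence for or against a rise. The paper's own Table S1 gives 0.89 for *PGRP-SC2* in *Gpdh1* mutants (the paper's FDR 0.0137) and 1.76 in *Ldh* mutants (the paper's FDR 0.0279), marks the gene as upregulated in *Ldh* mutants, and Table S2 does not hold it. The difference between the contrasts did not pass the test for either gene (log2 0.17, adjusted p = 0.67; log2 0.30, adjusted p = 0.44).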

Other observations

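Outside the gene groups described so far, some tissue markers were higher and others lower in double mutants. Of all 10650 genes tested there, 51.1% passed with no fold limit (2690 higher and 2757 lower). Counts at or below this share do not set a list apart from other genes. Among the tissue lists this holds for the tracheal, imaginal disc, germ line, neuroblast and dosage compensation lists. Among the pathway lists below it holds for ribosomal proteins, cell cycle, glycolysis, ecdysone synthesis, ecdysone response and heat shock genes. Of 11 neuronal markers 8 were higher and 3 did not pass, such as the synaptic vesicle gene *Syt1* (log2 fold change 0.51) (camera adjusted p = 0.00518; adjusted p = 0.459 with an estimated correlation). Of 11 hemocyte markers 7 were lower and 1 was higher, with *Hml* at -0.99 and the crystal cell genes *PPO1* at -0.83 and *PPO2* at -1.04 (camera adjusted p = 0.0448; adjusted p = 0.346 with an estimated correlation); this camera call was lost without double heterozygote replicate 2 (adjusted p = 0.0588), without double heterozygote replicate 3 (0.0703) and without double mutant replicate 3 (0.053). *PPO1* and *PPO2* differed between the contrasts (log2 difference -1.02, adjusted p = 0.0043, and -1.32, adjusted p = 0.00326). Of 6 Malpighian tubule markers 5 were higher (camera adjusted p = 0.0186; adjusted p = 0.292 with an estimated correlation), and 3 without double mutant replicate 3. Of 4 fat body markers 3 were lower, including the lipoprotein gene *apolpp* (-0.70) (camera adjusted p = 0.0846; lower by fry, adjusted p = 0.000928). Of 5 tracheal markers 2 were lower (camera adjusted p = 0.256; lower by fry, adjusted p = 0.00922; 4 without double heterozygote replicate 2), of 8 germ line markers 3 were lower and 1 was higher (camera adjusted p = 0.398; 1 lower without double heterozygote replicate 3), of 10 imaginal disc markers 2 were lower and 1 was higher (camera adjusted p = 0.791), of 6 salivary gland markers 3 were higher and 1 was lower (camera adjusted p = 0.0846; higher by fry, adjusted p = 3.9e-05), of 5 neuroblast markers 1 was higher (camera adjusted p = 0.791; higher by fry, adjusted p = 0.0357), and of 3 dosage compensation genes 1 was higher (camera adjusted p = 0.256; higher by fry, adjusted p = 0.0366). The disc list's higher gene was *nub* (1.81). These counts are the same when adjusted over the list alone, except that 1 disc marker was then lower. With the double mutant libraries summed into 1, a setting chosen after the data were seen, the calls of *Syt1*, *PPO1*, *PPO2* and *apolpp* in double mutants were lost (log2 fold changes 0.51, -0.83, -1.04 and -0.71; adjusted p = 0.0641, 0.0822, 0.0999 and 0.0786).

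Of 84 ribosomal protein genes 31 were lower and 1 was higher in double mutants (27 and 1 when adjusted over the list alone; camera adjusted p = 0.000286; adjusted p = 0.576 with an estimated correlation), 10 being lower without double mutant replicate 1, and the list did not pass by fry (adjusted p = 0.0758). Of 15 ribosome biogenesis genes 9 were lower and 2 were higher, such as *Fib* (-0.43) (camera adjusted p = 0.0251; adjusted p = 0.537 with an estimated correlation), and of 23 cell cycle genes 9 were lower and 1 was higher, such as *stg* (-0.75) (camera adjusted p = 0.0328; adjusted p = 0.477 with an estimated correlation). Without double heterozygote replicate 2 these camera calls were lost (adjusted p = 0.0914 and 0.201), and without double mutant replicate 1 the lower cell cycle genes numbered 4; without double heterozygote replicate 2 the higher ones numbered 3. Of 12 glycolysis genes 6 were lower, with the glucokinase gene *Hex-C* at -2.20 (camera adjusted p = 0.0574; lower by fry, adjusted p = 0.0105; 2 higher without double heterozygote replicate 2), of 7 pentose phosphate pathway genes 5 were lower (camera adjusted p = 0.0476; adjusted p = 0.491 with an estimated correlation; lost without double heterozygote replicate 3, at 0.108, without double mutant replicates 1, at 0.0532, or 2, at 0.0627, and with the replicate block, at 0.0543), and of 8 NADH shuttle genes 5 were lower and 2 were higher (camera adjusted p = 0.0476; adjusted p = 0.484 with an estimated correlation; lost without double heterozygote replicate 2, at 0.0984, without double mutant replicate 1, at 0.0516, with the replicate block, at 0.0545, and with no filter, at 0.178). The mitochondrial glycerophosphate oxidase gene *Gpo1* was higher, by 0.89 in double and 1.61 in *Gpdh1* mutants (log2 difference -0.72, adjusted p = 0.00553; lost with the cuticle covariate, chosen after the data were seen, at -0.50, adjusted p = 0.0567). Of 34 glutathione S-transferase genes 17 were higher and 5 were lower (19 and 5 when adjusted over the list alone; camera adjusted p = 0.00441; adjusted p = 0.29 with an estimated correlation), with *GstE1* at 1.81 (0.45 in *Gpdh1* mutants; log2 difference 1.37, adjusted p = 0.0005). Of 13 oxidative stress genes 8 were higher and 1 was lower, with the glutathione synthesis gene *Gclc* at 1.48 (camera adjusted p = 0.0176; adjusted p = 0.239 with an estimated correlation). The glycolysis, pentose phosphate, shuttle, ribosome biogenesis, cell cycle and oxidative stress counts are the same when adjusted over the list alone. Summing the double mutant libraries ended the calls of *Fib* (log2 fold change -0.44), *stg* (-0.76) and *Gpo1* (0.89) there, and those of *shd* (1.29) and *spok* (0.26).

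The paper raises lower ecdysone signaling as part of the double mutant phenotype, from other experiments. Of 12 ecdysone synthesis genes 2 were higher and 1 was lower in double mutants, *shd* at 1.29, *spok* at 0.26 and *sad* at -0.56. The list did not pass by camera (adjusted p = 0.524) and was lower by fry (adjusted p = 0.0189). With all 12 libraries in 1 fit *spok* (adjusted p = 0.395) and *sad* (0.0981) did not pass, nor with the cuticle covariate (0.405 and 0.11). Of 21 ecdysone response genes 3 were higher and 6 were lower (camera adjusted p = 0.66), and without double heterozygote replicate 2 these were 5 and 10. Both counts are the same when adjusted over the list alone. *Hr4* was at -1.01 in double and 0.23 in *Gpdh1* mutants (log2 difference -1.24, adjusted p = 1.8e-05). Of the 4 serum and fat body protein genes tested, *Lsp1alpha*, *Lsp1beta* and *Lsp1gamma* were lower (the *Lsp1alpha* call being lost with the double mutant libraries summed into 1, at -8.49, adjusted p = 0.0864) and *Fbp1*, with 4 counts over the double heterozygotes and 323 over the double mutants, was higher (camera adjusted p = 0.567; higher by fry, adjusted p = 0.0296). Of 4 glue-type genes, *ng1*, *ng2* and *ng3* were higher, with *ng3* at 3.10 in double and -0.02 in *Gpdh1* mutants (camera adjusted p = 0.00338; adjusted p = 0.239 with an estimated correlation; lost with no filter, at 0.0547). Of 13 lipid breakdown genes 4 were higher and 6 were lower (camera adjusted p = 0.532), with the lipase gene *mag* at 2.52 in double and -0.75 in *Gpdh1* mutants (log2 difference 3.28, adjusted p = 0.00054). Of 10 ATF4 and serine synthesis genes 4 were higher and 2 were lower (camera adjusted p = 0.31; higher by fry, adjusted p = 0.000315; 2 higher without double heterozygote replicate 1), and of 9 heat shock genes 4 were lower (3 when adjusted over the list alone; camera adjusted p = 0.117; lower by fry, adjusted p = 0.0228; 2 without double heterozygote replicate 3).

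In *Gpdh1* mutants 7 of 14 genes of carbohydrate digestion were higher (camera adjusted p = 0.00781; adjusted p = 0.591 with an estimated correlation), and 4 without *Gpdh1* heterozygote replicate 3. Of 15 lipid synthesis genes 9 were higher and 1 was lower (10 and 1 when adjusted over the list alone; camera adjusted p = 0.000194; adjusted p = 0.515 with an estimated correlation). Of 30 UDP-glycosyltransferase genes 18 were higher and 4 were lower (18 and 5 when adjusted over the list alone; camera adjusted p = 0.000193; adjusted p = 0.515 with an estimated correlation), with *Ugt37A2* at 3.54, and 2 were lower without *Gpdh1* heterozygote replicate 2. Of 15 ribosome biogenesis genes 13 were lower and 1 was higher, also when adjusted over the list alone (camera adjusted p = 0.00076; adjusted p = 0.591 with an estimated correlation), and 8 were lower without *Gpdh1* mutant replicate 1. The urate oxidase gene *Uro* was at -1.77 in *Gpdh1* and 0.01 in double mutants (log2 difference 1.78, adjusted p = 0.000418).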
